# microRNA regulation of skin pigmentation in golden-back mutant of crucian carp from a rice-fish integrated farming system

**DOI:** 10.1186/s12864-023-09168-w

**Published:** 2023-02-10

**Authors:** Xianbo Zhang, Mingkun Luo, Bingjie Jiang, Wenbin Zhu, Qianwen Min, Jinli Hu, Ting Liu, Jianjun Fu, Xiulan Shi, Pan Wang, Lanmei Wang, Zaijie Dong

**Keywords:** miRNA, Skin color, Golden-back crucian carp, miR-196d, *Myh*7

## Abstract

**Background:**

MicroRNAs (miRNAs) are endogenous small non-coding RNAs (21–25 nucleotides) that act as essential components of several biological processes. Golden-back crucian carp (GBCrC, *Carassius auratus*) is a naturally mutant species of carp that has two distinct body skin color types (golden and greenish-grey), making it an excellent model for research on the genetic basis of pigmentation. Here, we performed small RNA (sRNA) analysis on the two different skin colors via Illumina sequencing.

**Results:**

A total of 679 known miRNAs and 254 novel miRNAs were identified, of which 32 were detected as miRNAs with significant differential expression (DEMs). 23,577 genes were projected to be the targets of 32 DEMs, primarily those involved in melanogenesis, adrenergic signaling in cardiomyocytes, MAPK signaling pathway and wnt signaling pathway by functional enrichment. Furthermore, we built an interaction module of mRNAs, proteins and miRNAs based on 10 up-regulated and 13 down-regulated miRNAs in golden skin. In addition to transcriptional destabilization and translational suppression, we discovered that miRNAs and their target genes were expressed in the same trend at both the transcriptional and translational levels. Finally, we discovered that miR-196d could be indirectly implicated in regulating melanocyte synthesis and motility in the skin by targeting to *myh*7 (myosin-7) gene through the luciferase reporter assay, antagomir silencing in vivo and qRT-PCR techniques.

**Conclusions:**

Our study gives a systematic examination of the miRNA profiles expressed in the skin of GBCrC, assisting in the comprehension of the intricate molecular regulation of body color polymorphism and providing insights for *C. auratus* breeding research.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09168-w.

## Background

MicroRNAs (miRNAs) are small, single-stranded, endogenous non-coding RNA molecules containing 21 to 23 nucleotides [1]. Mature miRNAs are produced from longer primary transcripts that are sheared and processed by a series of nucleases and subsequently assembled into an RNA-induced silencing complex (RISC) that recognizes the 3′-untranslated regions (UTRs) of the target mRNA, thereby inducing cleavage or blocking translation of the gene [2]. Recent studies have demonstrated that miRNA-mRNA interactions are significantly related to the transcriptional and signal transduction events involved in a wide range of biological processes, including apoptosis, cell proliferation, embryo development and skin pigmentation [3–5]. Via Illumina sequencing, Wang et al. [6] found that miR-107b and miR-141-3p were up-regulated in pink/black and pink/red skin of red tilapia (*Oreochromis* spp.) compared to whole pink skin. Luo et al. [7] discovered 164 differentially expressed miRNAs (DEMs) between the three skin colors (black, red and white) of Koi carp (*Cyprinus carpio* L.) such as miR-196a, miR-202 and miR-206. Hao et al. [8] identified 60 DEMs between the red-colored skin and black-colored of leopard coral grouper (*Plectropomus leopardus*). Meanwhile, Yin et al. [9] investigated that miR-196a regulates the skin pigmentation of koi carp by targeting transcription factor *mitfa* (melanocyte inducing transcription factor a). Other research also found that miR-196 family played a critical role in eye formation [10], fin bud initiation and regeneration [11] during the early development stages. These many pieces of information point to a potential role for miRNAs in the regulation of fish skin color.

Fish skin and scales frequently exhibit fascinating color patterns, and these patterns play crucial roles in a variety of biological processes, such as mating selection, camouflage, thermoregulation, photoprotection, mimicry and warning off predators [12]. Fish skin color is determined by a complicated process involving a series of cellular, genetic, environmental, nutritional and physiological factors [13]. As of now, many genes associated with the melanogenesis, the wnt signaling pathway and the MAPK signaling pathway, such as *oca*2 (oculocutaneous albinism II), *mitf*, *map2k4* (Mitogen-Activated Protein Kinase Kinase 4), *α*-*msh* (*α*-melanocyte stimulating hormone) and *foxd*3 (forkhead box d3), have been identified and are thought to be involved in the regulation of skin color [5, 14, 15]. But undoubtedly, the majority of the gene resources involved in determining fish skin color patterns are still under study.

Crucian carp (*C. auratus*), one of the most well-liked freshwater species in China with highly economic values, has undergone extensive artificial and natural selections throughout its evolution, and was able to adapt to a variety of environments after being bred into numerous strains for commercial production [16, 17]. The golden-back crucian carp (GBCrC) are distributed in the Dong’s Rice Fish Duck System (DRFDS), one of the Globally Important Agricultural Heritage Systems (GIAHS) in the world, which is located in Qiandongnan Miao and Dong Autonomous Prefecture, Guizhou Province, China. Due to its golden scales and skin on the dorsum, this fish was easier to observe in the paddy field. It has tender meat, soft bones and spines, and its appetizing soup is devoid of muck and fishy flavor. All of these make it worthy of scientific and reasonable breeding and exploitation. In our previous study, we investigated and examined its external morphological traits, distribution, paddy field selection, reproductive mode, genetic diversity and origin. The results showed that GBCrC has a gynogenesis reproductive mode and that the golden coloration of scales and skin is a mutation of native *C. auratus* that live under special conditions of altitude and annual temperature accumulation, and that this golden color does not disappear under other environmental conditions or through aquaculture methods [18]. Meanwhile, we also identified mRNAs and proteins that are closely associated with two different skin colors (golden and greenish grey) (data not yet published). However, there is still a gap in our knowledge of the genetics in the two skin differentiation types as well as the molecular regulatory mechanisms, which calls for further research employing advanced techniques.

Herein, we further identified skin color related miRNAs using the RNA-Seq approach and screened the DEMs between golden and greenish grey skin, and initially investigated how miR-196d contributed to the skin color differentiation and pigmentation in GBCrC. The findings will provide fundamental knowledge for understanding the genetic mechanisms underlying variation in color traits and may enable the exploitation of gene regulation in skin color determination.

## Results

### Overview miRNA expression signature in crucian carp skin

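The small RNA data came from 6 libraries, 3 of golden (GO) skin and 3 of greenish grey (GR) skin, both taken from the same 3 fish of golden-back crucian carp (GBCrC), a variety of Carassius auratus that bears both colors. Libraries carry a replicate number from 1 to 3 in each group, and the paper's text does not say whether the same number means the same fish. The paper names the TruSeq small RNA kit and an Illumina HiSeq instrument, while the labels of the deposited samples name a SMARTER kit for mRNA. The authors trimmed and filtered the reads with the ACGT101-miR program, kept sequences of 18 to 26 nt, and matched them to the C. auratus genome and to the hairpins of miRBase by BLAST. The deposited table lists 1744 genomic loci, which carry 1438 miRNA names and 1140 distinct mature sequences. For each library it gives the number of reads of each miRNA as an estimated count. Of these counts, 64.1% are whole numbers, zeros included, and the others are fractions such as arise when a read is divided among miRNAs. The table also gives a normalized value, which is the read number times a single factor per library. The factors ranged from 0.6977 in GO replicate 3 to 1.4231 in GO replicate 2, so the normalized values are neither FPKM nor RPM. Counted once per distinct sequence, the listed reads numbered 2605581, 3579011 and 3493948 in GR replicates 1, 2 and 3, with a median of 3493948. They numbered 3643956, 2657233 and 4185994 in GO replicates 1, 2 and 3, with a median of 3643956. The smallest share that 3 reads can show ranged from 0.717 to 1.15 RPM of the listed reads, and this floor covers counting error only. Between pairs of libraries, Pearson's r of the log2 values across names ranged from 0.888 to 0.964, and at most 1.13% of raw read numbers were identical, so each library was treated as separate. Differences between GO and GR were tested with limma on log2(normalized value + 1), two-sided, for the 1275 names with a mean normalized value of at least 1 over the 6 libraries. Fold changes on this scale understate the change of miRNAs listed at 0 throughout a group and can differ in either direction for other low miRNAs. The paper's methods name Chi-square and Fisher exact tests. All 32 p-values of Table s3 were obtained within 1% by an unpaired test with unequal variances on the untransformed normalized values.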

To identify miRNAs expressed in GBCrC skin, GO and GR skin small RNA libraries were analyzed by deep sequencing. A total of 11,555,738 and 10,941,036 raw reads were yielded from the two libraries, respectively (Table s1). After filtering out adaptor sequences, low quality reads, insert-null reads, and reads < 18 nt, the reads were further matched with databases for Repeat-associated RNA, GenBank, and Rfam (e.g., rRNA, tRNA, snRNA and snoRNA). Finally, 5,133,894 and 4,002,749 valid reads were retrieved for analysis (Table s1). 

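Both totals are means of the 3 libraries of each skin color in Table s1, where the paper's valid reads ranged from 4180644 to 6093307 in GO and from 3230703 to 4605299 in GR. The reads listed in the deposited miRNA table made up 80.7%, 77.7% and 83.7% of these valid reads in GR replicates 1, 2 and 3. The corresponding shares in GO replicates 1, 2 and 3 were 59.8%, 63.6% and 81.6%. The mean share was 80.7% ± 3.0 (SD, n = 3) in GR and 68.3% ± 11.6 (SD, n = 3) in GO, and the groups overlapped because GO replicate 3 lay within the range of GR. The 10 most abundant sequences took 55.7% and 57.7% of the listed reads in GO replicates 1 and 2, against 44.3% in GO replicate 3 and 43.4% to 45.7% in GR.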

Of these, 91.28% and 90.29% of the small RNA sequences obtained were 21–24 nt in size, which is the typical size range for Dicer-derived products (Fig. 1).

**Fig. 1:**
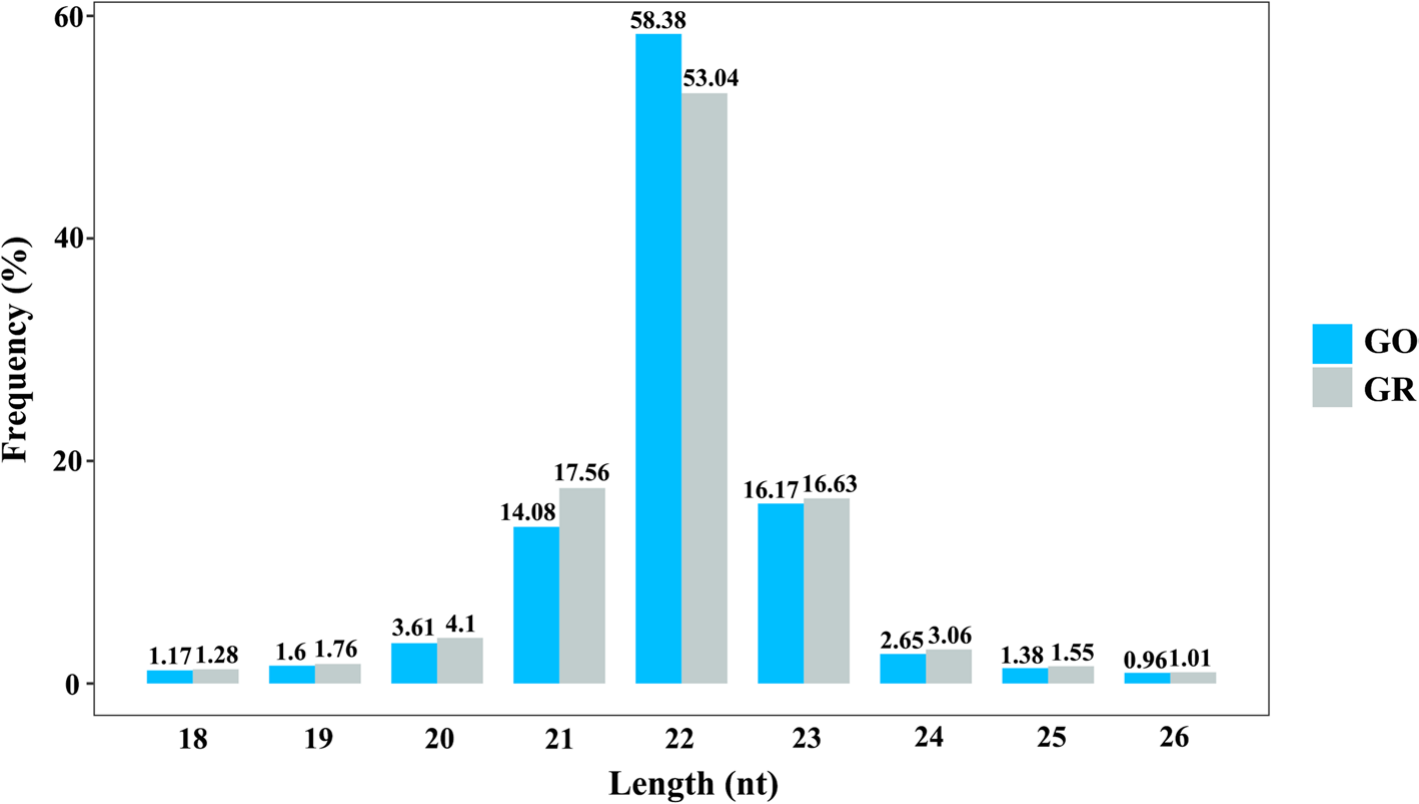
Length distribution of small RNAs in *C.auratus*

To further identify the conserved miRNAs and predicted novel miRNAs in the skin of GBCrC, blast search with an E-value cutoff of 10 was used to search for the remnant small RNAs with predicted hairpin structures against the miRbase 22.0. 

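Of the miRNA names in the deposited table, 1265 had reads in at least 1 GO library and 1309 in at least 1 GR library, and 1136 were present in both groups. Each GO library listed between 1032 and 1111 names and each GR library between 1051 and 1171. Only GO libraries held 129 names and only GR libraries held 173. Most names of these groups were near the floor of detection, since 109 of the 129 and 105 of the 173 had fewer than 10 reads in every library. GR replicate 3 accounted for part of the difference, because it listed 152 names whose sequence matched no genome sequence, against 53 to 73 in each of the other libraries. Names of the known class, which the paper describes as identical to mature miRNAs, were the most regularly detected. Of these, 596 (87.8%) were present in all 6 libraries, with a median of 332 reads per library. Names that matched a precursor of another species were present in all 6 libraries in 200 cases (39.6%), with a median of 8.11 reads. Predicted candidate (PC) miRNAs were present in all 6 libraries in 60 cases (23.6%), with a median of 2.67 reads. A normalized value of at least 10 lowered the mean number of names per library from 1082.8 to 861.5.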

Following alignment and subsequent sequence analysis, 679 miRNAs were discovered to be identical to the mature miRNAs (known), 505 conservative miRNAs were found to match known precursor miRNAs of particular species and 254 miRNAs were projected to be novel miRNAs with hairpin structure (Table s2). Additionally, we counted 15 miRNAs (five highly expressed in both the golden skin and the greenish grey skin, five highly expressed in the golden skin only and five highly expressed in the greenish grey skin only) to better understand the miRNAs that are highly expressed in the skin of GBCrC (Table 1).

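The group means of all 15 miRNAs in the deposited table were the values of Table 1. The replicate spread behind these means differed widely between miRNAs. The mean of oni-miR-1 was 434073 ± 241691 (SD, n = 3) in GO and 220886 ± 68830 (SD, n = 3) in GR, but its GO values were 691334, 399132 and 211755 in replicates 1, 2 and 3, and the lowest of them lay below GR replicate 2 at 300240. Its log2 fold change was 0.86 (standard error 0.44, adjusted p = 0.674 from limma with Benjamini-Hochberg adjustment), and it was 0.63 when each library was rescaled to its listed reads. Quantile normalization, which keeps only the order of names within each library, gave -0.11. As oni-miR-1 had the highest mean of all listed sequences in both skins, its order had little room to change. That value therefore cannot decide whether oni-miR-1 differed. The mean of ccr-miR-206 was 412057 ± 232423 (SD, n = 3) in GO and 135326 ± 37353 (SD, n = 3) in GR, a log2 fold change of 1.41 (standard error 0.53, adjusted p = 0.612). Its value in GO replicate 3 was 144573, within the GR range. Across the 6 libraries, the summed values of miR-133, which Table 1 leaves out, followed those of miR-1 (Spearman's rho 0.94, exact permutation test, p = 0.0167, or 0.0334 adjusted over 4 such correlations). For ssa-miR-10b-5p, 2 of the 3 GO libraries lay below all GR libraries, and the higher GO mean came from GO replicate 2 at 305690. The log2 fold changes of dre-miR-99 (0.11) and ssa-miR-10b-5p (0.18) were smaller than their standard errors and became -0.12 and -0.05 when each library was rescaled to its listed reads, which moved the median of all names from -0.05 to -0.24. Only oni-miR-100 among the 5 miRNAs listed as high in GO had all 3 GO libraries above all GR libraries (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Among the 5 listed as high in GR, ccr-miR-22a, gmo-miR-126-3p and oni-miR-204a had all 3 GO libraries below all GR libraries, with the same exact p of 0.1. The mean of ccr-miR-22a fell from 148260 ± 35968 (SD, n = 3) in GR to 95362 ± 13250 (SD, n = 3) in GO, a log2 fold change of -0.62 (standard error 0.26, adjusted p = 0.663). The mean of oni-miR-204a fell from 60424 ± 4827 (SD, n = 3) to 32996 ± 16523 (SD, n = 3), a log2 fold change of -1.0 (standard error 0.38, adjusted p = 0.612). Of the 15 miRNAs, 0 passed an adjusted p of 0.05, whether adjusted over all names or over the 15 alone, and 3 had an unadjusted p of at most 0.05. For the 5 miRNAs listed as high in both groups, the log2 fold changes lay between -0.12 and 0.03 and were smaller than their standard errors, from 0.21 to 0.44. Each changed sign under at least 1 alternative, but dre-miR-125c-5p and oni-miR-214 did so only when a library was left out. Together the 15 miRNAs held 54.5% to 61.4% of the listed reads of each GO library and 55.5% to 55.8% of each GR library.

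**Figure D1:**
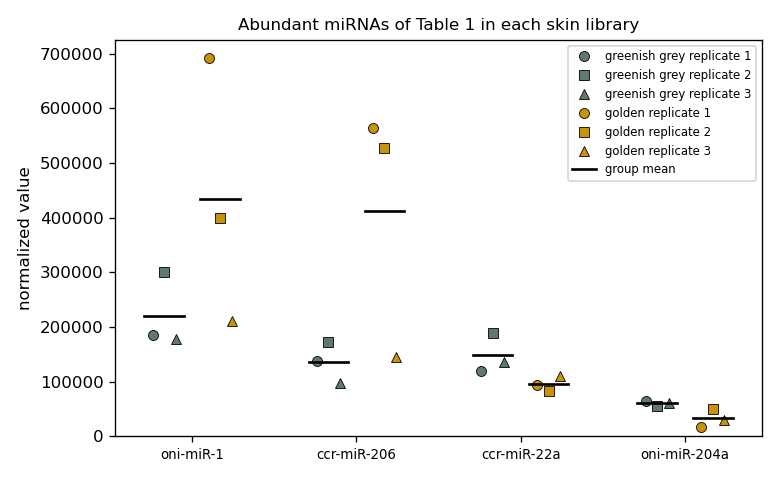
Normalized values (vertical axis, linear, authors' normalization) of oni-miR-1, ccr-miR-206, ccr-miR-22a and oni-miR-204a in each of the 3 greenish grey and 3 golden skin libraries; each point is a library, its shape gives the replicate number, and the horizontal bars are group means. For oni-miR-1 and ccr-miR-206, golden replicate 3 (211755 and 144573) lies among the greenish grey libraries, while for ccr-miR-22a and oni-miR-204a all golden libraries lie below all greenish grey libraries.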

**Table 1:** The most abundant known miRNAs identified in *C.auratus* GR and GO samples

miRNA	Sequence	GR Count	GO Count	Expression
Oni-miR-199a	ACAGTAGTCTGCACATTGGTTA	103,814	107,267	Both highly
Oni-let-7a	TGAGGTAGTAGGTTGTATAGTT	71,880	69,635	Both highly
Dre-miR-125c-5p	TCCCTGAGACCCTAACTCGTGA	79,535	74,119	Both highly
Oni-miR-214	ACAGCAGGCACAGACAGGCAGT	68,102	64,174	Both highly
Ccr-miR-26a	TTCAAGTAATCCAGGATAGGCT	64,658	62,229	Both highly
Oni-miR-1	TGGAATGTAAAGAAGTATGTAT	220,886	434,073	Highly in GO
Ccr-miR-206	TGGAATGTAAGGAAGTGTGTGG	135,326	412,057	Highly in GO
Dre-miR-99	AACCCGTAGATCCGATCTTGTGA	189,032	204,614	Highly in GO
Ssa-miR-10b-5p	TACCCTGTAGAACCGAATTTGT	122,710	162,528	Highly in GO
Oni-miR-100	AACCCGTAGATCCGAACTTGTG	104,027	135,790	Highly in GO
Ccr-miR-22a	AAGCTGCCAGCTGAAGAACTGT	148,259	95,362	Highly in GR
Ccr-miR-21	TAGCTTATCAGACTGGTGTTGG	119,766	96,360	Highly in GR
oni-miR-101a	TACAGTACTGTGATAACTGAAG	94,066	78,489	Highly in GR
gmo-miR-126-3p	TCGTACCGTGAGTAATAATGCA	87,704	64,501	Highly in GR
Oni-miR-204a	TTCCCTTTGTCATCCTATGCCT	60,423	32,996	Highly in GR

### Differential expression of miRNAs in different skin

To gain insight into the function of miRNAs in pigmentation processes, it is essential to have precise information on their expression patterns. 

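Of the 1275 names tested, 0 passed an adjusted p of 0.05 in the comparison of GO with GR, and the smallest adjusted p was 0.372 (limma with Benjamini-Hochberg adjustment). At an unadjusted p of at most 0.05, 92 names were called, 46 up-regulated and 46 down-regulated in GO, where 63.8 would be called by chance among 1275 names. The 92 names stood for 71 distinct sequences. edgeR's quasi-likelihood test with TMM normalization on the estimated counts, rounded to whole numbers, likewise called 0 names at an adjusted p of 0.05 and 95 at the unadjusted threshold, 50 of them up-regulated. With the replicate number as a block, limma called 0 names at an adjusted p of 0.05 and 87 at the unadjusted threshold, 57 up-regulated and 30 down-regulated, and 65 of these were also called without the block. The deviations of same-numbered libraries from their group means had a mean correlation of -0.02, against 0.01 for libraries with different numbers. The adjusted count moved most with DESeq2, which called 8 names, 4 of them up-regulated. The unadjusted count moved most with the test whose p-values Table s3 holds, which called 32 names, 12 up-regulated and 20 down-regulated. All of these 32 names had normalized values in GO and GR that did not overlap, and limma called 14 of them at the unadjusted threshold, 5 up-regulated and 9 down-regulated. Over all names tested, GO and GR values did not overlap for 159 names (12.5%), where 10% is the share that chance gives for 3 libraries against 3. The smallest p in GO-higher names belonged to tni-mir-196a-2-p3, which the deposited table places in a hairpin precursor on the plus strand of genome record NC_039286.1 from 6244112 to 6244187. Its mature sequence is TCTGCAACATGAAACTGTCTTA, and its normalized value was 212.5 ± 22.2 (SD, n = 3) in GO and 42.0 ± 13.1 (SD, n = 3) in GR, a log2 fold change of 2.35 (standard error 0.39, adjusted p = 0.372). Next was ssa-miR-196a-2-3p with the sequence TCTGCAACACGAAACTGTCTTA, in a precursor on the plus strand of NW_020523469.1 from 90881 to 90939. It had 222.9 ± 23.4 (SD, n = 3) in GO and 62.5 ± 4.07 (SD, n = 3) in GR, a log2 fold change of 1.82 (standard error 0.33, adjusted p = 0.384). PC-5p-8850 followed with 192, 31 and 120 reads in GO replicates 1, 2 and 3 and 0, 0 and 15 in GR, at an adjusted p of 0.592 from limma. Among GO-lower names, the smallest p belonged to hsa-miR-141-3p, which had no reads in GO and 5, 28 and 421 reads in GR replicates 1, 2 and 3. It was followed by ggo-miR-146b and mmu-miR-146b-5p, which share a sequence and had 173.5, 255.5 and 3487 reads in GR and 33, 37 and 54.5 in GO. These 3 names matched no genome sequence, and most of their reads lay in GR replicate 3. From the normalized levels in both skins and the unadjusted threshold, the paper identifies the DEMs of Table s3, and it reasons that precise information on such expression patterns is needed to learn the function of miRNAs in pigmentation.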

With the criteria of *p*-value ≤ 0.05, we identified 32 significant DEMs in GO (including 12 up-regulated and 20 down-regulated miRNAs) compared with GR samples (Table s3). By drawing a volcano plot (Fig. 2A), we were able to better understand the general distribution of DEMs and discovered that certain miRNAs with point overlap due to their relatively close *p* values (e.g., gmo-miR-126-3p and dre-miR-126a-3p, gmo-let-7a-3-3p and hsa-let-7a-3p, etc.). 

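Several points overlap because the names share a mature sequence and therefore hold the same values in every library. Both gmo-miR-126-3p and dre-miR-126a-3p had a normalized value of 64501 ± 9576 (SD, n = 3) in GO and 87705 ± 4207 (SD, n = 3) in GR, with a log2 fold change of -0.45 (standard error 0.23, adjusted p = 0.674 from limma). Both gmo-let-7a-3-3p and hsa-let-7a-3p had 304.5 ± 14.8 (SD, n = 3) in GO and 272.2 ± 9.21 (SD, n = 3) in GR, with a log2 fold change of 0.16 (standard error 0.29, adjusted p = 0.878), which became -0.07 when each library was rescaled to its listed reads, with a median of all names of -0.24. A sequence was likewise shared by ola-miR-142 and oni-miR-142, by dre-miR-139-5p and ccr-miR-139, by oni-miR-489 and gmo-miR-489-3p, and by 2 of the 3 mmu-mir-1983 entries. The remaining mmu-mir-1983 entry, of 22 nt instead of 23 nt and counted here as a separate sequence, had the same values in every library. Counted by sequence, the 32 DEMs of Table s3 were 26 miRNAs, 11 up-regulated and 15 down-regulated. Among the names tested, 483 shared their sequence with at least 1 other name, and a sequence carried up to 6 names. With a single entry per distinct sequence, 74 of 988 sequences had an unadjusted p of at most 0.05.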

Six novel predicted miRNAs were discovered among these miRNAs, three of which were strongly up-regulated in golden skin (PC-3p-28150, dre-mir-196d-p3 and ssa-miR-196a), and three of which were highly expressed in greenish grey skin (PC-3p-33311, PC-3p-29800, and PC-3p-24422) (Fig. 2B). 

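The 4 PC-3p entries given here rested on few reads. PC-3p-28510, as the deposited table and Table s3 write its name, has the sequence TATGAAAGTGAACGGTGACTGT and lies in a predicted precursor on the plus strand of genome record NC_039249.1 from 8955858 to 8955947. It had 12, 7 and 16 reads in GO replicates 1, 2 and 3 and 0, 5 and 6 in GR, a normalized value of 11.4 ± 1.53 (SD, n = 3) against 3.13 ± 2.72 (SD, n = 3). Its log2 fold change was 1.95 (standard error 0.85, adjusted p = 0.663 from limma). PC-3p-33311 (TGCTTCTGTACCCTTTATGTCA, minus strand of NC_039277.1, 40697 to 40797) had 10, 10 and 8 reads in GR replicates 1, 2 and 3 and 0, 0 and 5 in GO, with a log2 fold change of -2.56 (standard error 0.87, adjusted p = 0.612). PC-3p-24422 (TAAGAGGCCTTTGCATCTGAAG, minus strand of NC_039278.1, 3302877 to 3302967) had 11, 16.5 and 10 reads in GR and 0, 0 and 11 in GO, with a log2 fold change of -2.60 (standard error 0.99, adjusted p = 0.612). PC-3p-29800 (TTCCATTGCCTTGTTCCATTCC, plus strand of NC_039252.1, 6580192 to 6580301) had 4, 4 and 5 reads in GR and 0, 0 and 3 in GO, so that its GO libraries were at or under 3 reads. In these 3 GR-higher entries, GO replicate 3 was thus the only GO library with reads. The entry dre-mir-196d-p3 was more abundant, with a normalized value of 59.3 ± 5.95 (SD, n = 3) in GO and 43.6 ± 4.46 (SD, n = 3) in GR, a log2 fold change of 0.43 (standard error 0.38, adjusted p = 0.806). Table s3 holds 2 entries named ssa-miR-196a, and the other of these, ssa-miR-196a-4-3p, had 636.4 ± 17.7 (SD, n = 3) in GO and 406.0 ± 83.6 (SD, n = 3) in GR, a log2 fold change of 0.67 (standard error 0.29, adjusted p = 0.663). All of these entries had normalized values in GO and GR that did not overlap (exact permutation test, p = 0.1 each).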

Following that, we used qRT-PCR to confirm the expression patterns in 12 DEMs (including 6 down-regulated miRNAs and 6 up-regulated miRNAs). 

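The 12 DEMs of Table s4 had sequencing fold changes in the same direction as the paper's qRT-PCR values in 12 of 12 cases, 6 up-regulated and 6 down-regulated in GO, although they had been chosen for these directions. The size of the changes was compared across miRNAs within each direction, since miRNAs of opposite direction form separate groups and are not independent replicates. Across the 6 up-regulated miRNAs, Pearson's r between the log2 fold changes of sequencing and of qRT-PCR was 0.55 (exact permutation test, p = 0.417) and Spearman's rho was 0.37 (exact p = 0.497). Without the 2 miRNAs farthest from the median sequencing value, ssa-miR-196a and PC-3p-28510, r was -0.19. For ssa-miR-196a the entry ssa-miR-196a-2-3p was used, with a sequencing value of 1.82 against 5.84 in qRT-PCR. The name may instead mean ssa-miR-196a-4-3p (0.67), for which r was not computed. The sign of r across the up-regulated miRNAs may therefore rest on this choice. Across the 6 down-regulated miRNAs, r was 0.79 (exact permutation test, p = 0.0611) and rho was 0.66 (exact p = 0.175), and r was 0.46 without PC-3p-33311 and PC-3p-24422, so the relation rested in part on these. Adjusted over the 4 correlations, the p of r in the exact test was 0.497 for the up-regulated and 0.244 for the down-regulated miRNAs. A pseudocount of 10 in place of 1 turned r of the down-regulated miRNAs to -0.03. It was 0.82 with a pseudocount of 0.1, 0.57 with each library rescaled to its listed reads and 0.73 to 0.82 with each library left out in turn. The largest sequencing change among the down-regulated miRNAs with more than 10 reads in each GR library belonged to ssa-miR-10a-3p, at a log2 fold change of -1.51 (standard error 0.49, adjusted p = 0.612 from limma) against the paper's qRT-PCR value of -3.29. In Table s4, the ∆Ct values of ssa-miR-10a-3p and dre-miR-138-5p differ by whole cycles in 6 of 6 samples, and those of PC-3p-33311 and PC-3p-24422 in 5 of 6.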

Our qRT-PCR expression patterns matched the results of RNA-seq analysis, indicating that the validity of the RNA-seq data (Fig. 3 and Table s4). 

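The entry behind the name dre-miR-196d is dre-mir-196d-p5, with the mature sequence CCCCACAACACGAAACTGTCTT of 22 nt. The deposited table places it, together with dre-mir-196d-p3 (CCACAACACGAAACTGTCTTAA), on the minus strand of genome record NC_039258.1 from 15057337 to 15057361, a stretch of 25 nt that matched a precursor of another species. Both sequences also occur without mismatch in an 87-nt hairpin precursor on the minus strand of NC_039283.1 from 14513380 to 14513466, at positions 50 to 71 and 52 to 73, so that their reads cannot be assigned to a single place. The normalized value of dre-mir-196d-p5 was 144.0 ± 27.9 (SD, n = 3) in GO and 76.0 ± 14.4 (SD, n = 3) in GR, a ratio of 1.894. All 3 GO libraries lay above all 3 GR libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change was 0.91 (standard error 0.37, adjusted p = 0.663 from limma with Benjamini-Hochberg adjustment), and with the replicate block it was 0.91 (standard error 0.33, adjusted p = 0.678). edgeR gave a log2 fold change of 0.95 (adjusted p = 0.618). With each library left out in turn, it stayed between 0.75 and 1.02, and with each library rescaled to its listed reads it was 0.67. The deposited table also holds an entry named dre-miR-196d at another place in the genome, with the sequence TAGGTAGTTTCATGTTGTTGGG that dre-miR-196a-5p carries as well and that is listed at 5 places in the genome. This sequence had 1375 ± 498 (SD, n = 3) in GO and 619.3 ± 39.0 (SD, n = 3) in GR, a log2 fold change of 1.09 (standard error 0.34, adjusted p = 0.612 from limma). Of the 12 distinct sequences with miR-196 in their name, 11 had a higher mean log2 value in GO. The exception was ssa-miR-196b-3p, with a log2 fold change of -0.22 (standard error 0.27, adjusted p = 0.810), and dre-miR-196b had no difference (0.00) with each library rescaled to its listed reads. The normalized values of GO and GR did not separate completely for dre-miR-196b, ssa-miR-196b-3p, hsa-miR-196a-5p, oni-miR-196b and cgr-miR-196c.

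**Figure D2:**
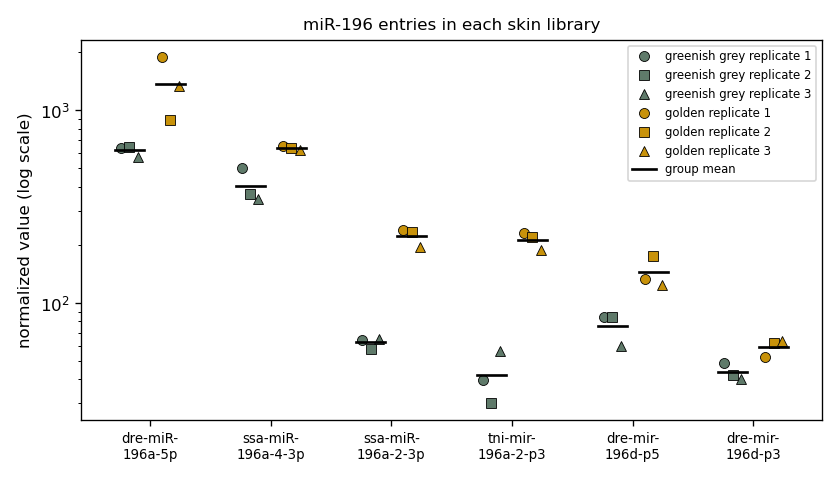
Normalized values (vertical axis, log scale, authors' normalization) of 6 miR-196 entries in each of the 3 greenish grey and 3 golden skin libraries; each point is a library, its shape gives the replicate number, and the horizontal bars are group means. For each of the 6 entries shown all golden libraries lie above all greenish grey libraries, with group means of 144.0 and 76.0 for dre-mir-196d-p5. Other miR-196 entries are left out. Some of these, among them dre-miR-196b, overlap between the skins. Another ssa-miR-196a-2-3p entry, of 21 nt, does not overlap (207.1 to 247.3 in golden and 121.7 to 198.2 in greenish grey skin).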

For example, based on the small RNA sequencing results, the expression level of dre-miR-196d in GO was almost 1.894 times higher than in GR, compared with a 3.168-fold difference in the qRT-PCR results.

**Fig. 2:**
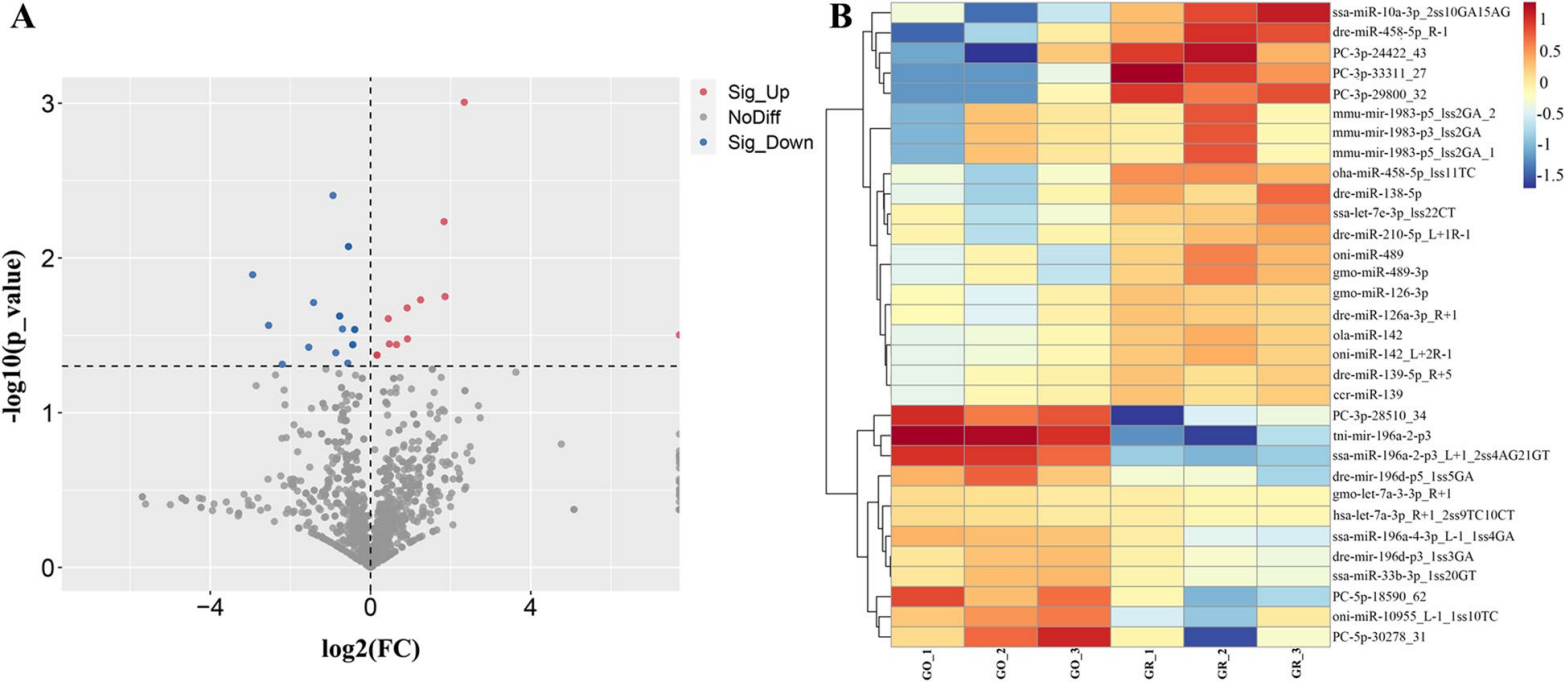
Differentially expressed miRNAs (DEMs) between the golden and greenish grey skin of *C.auratus*. **A** Volcano plot of DEMs between the GO and GR groups, gray, red, and blue dots represent non-significant, up-regulated, and down-regulated miRNAs, respectively; (**B**) A heatmap of all DEMs shows the expression levels, which ranged from low to high, from blue to red

**Fig. 3:**
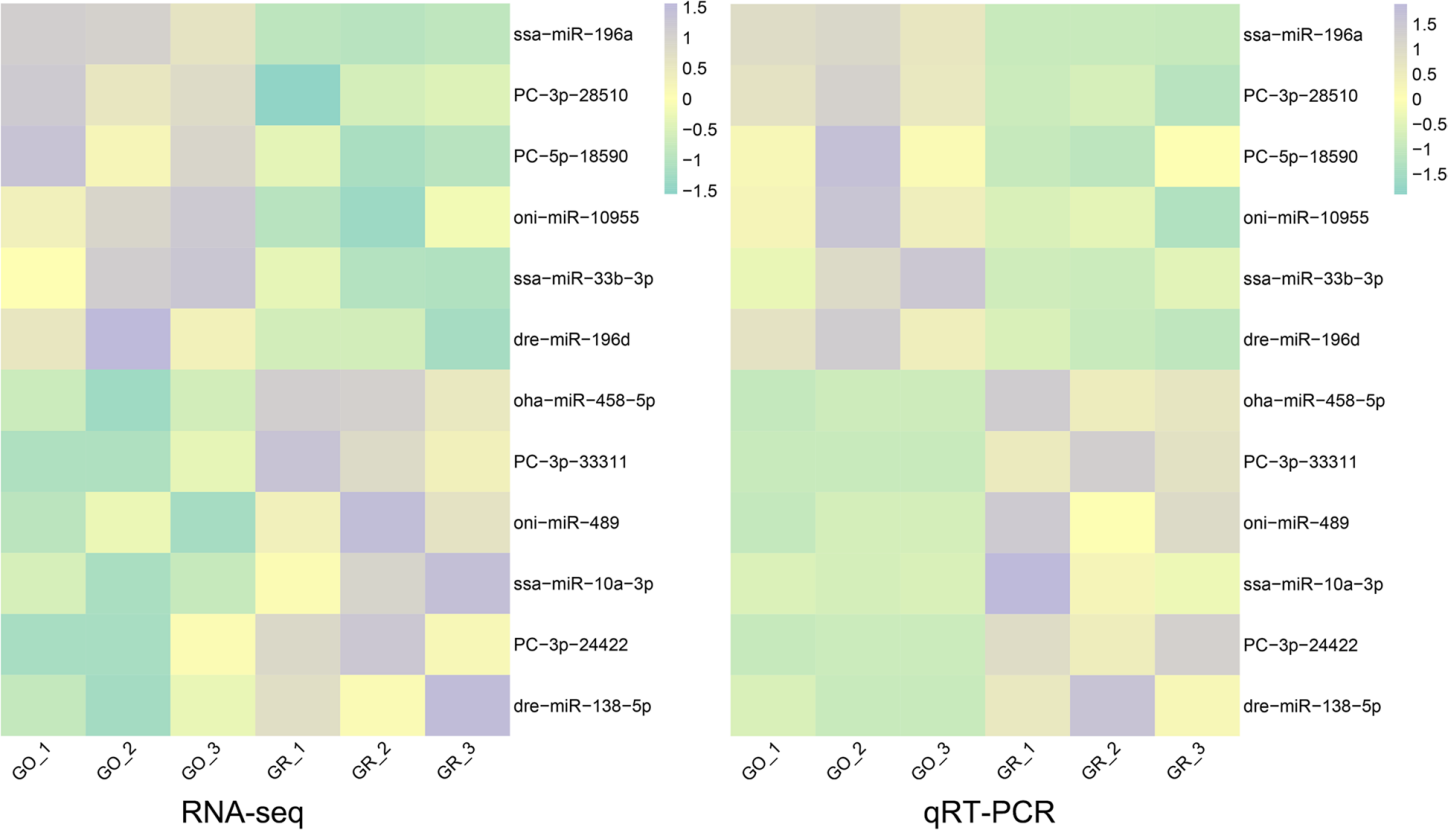
Heatmap analysis for RNA sequencing transcripts per million (TPM) and qRT-PCR relative expression of 12 differentially expressed miRNAs

### Target genes prediction and enrichment analysis

Target prediction analysis was performed using the miRanda and TargetScan algorithms to further explore the potential functions of DEMs in various colored skin. The outcomes demonstrated that 46,011 transcripts and 23,577 genes could be targeted by 32 miRNAs with considerably differential expression. The miRNAs might target one or more transcripts, and some target transcripts might be regulated by multiple miRNAs (Table s5). For instance, ssa-miR-196a, ccr-miR-139, PC-5p-18590 and gmo-miR-489 can target 4402, 5443, 8420 and 5593 transcripts, respectively. Among these, genes like *styk*1 (serine/threonine/tyrosine kinase 1), *fgfr*1 (fibroblast growth factor receptor 1), *celf*2 (CUGBP elav-like family member 2) and *slco*4*a*1 (solute carrier organic anion transporter family member 4A1) can be regulated by numerous miRNAs simultaneously, indicating a complicated regulatory network of these DEMs in different skin differentiation and pigmentation (Fig. 4).

**Fig. 4:**
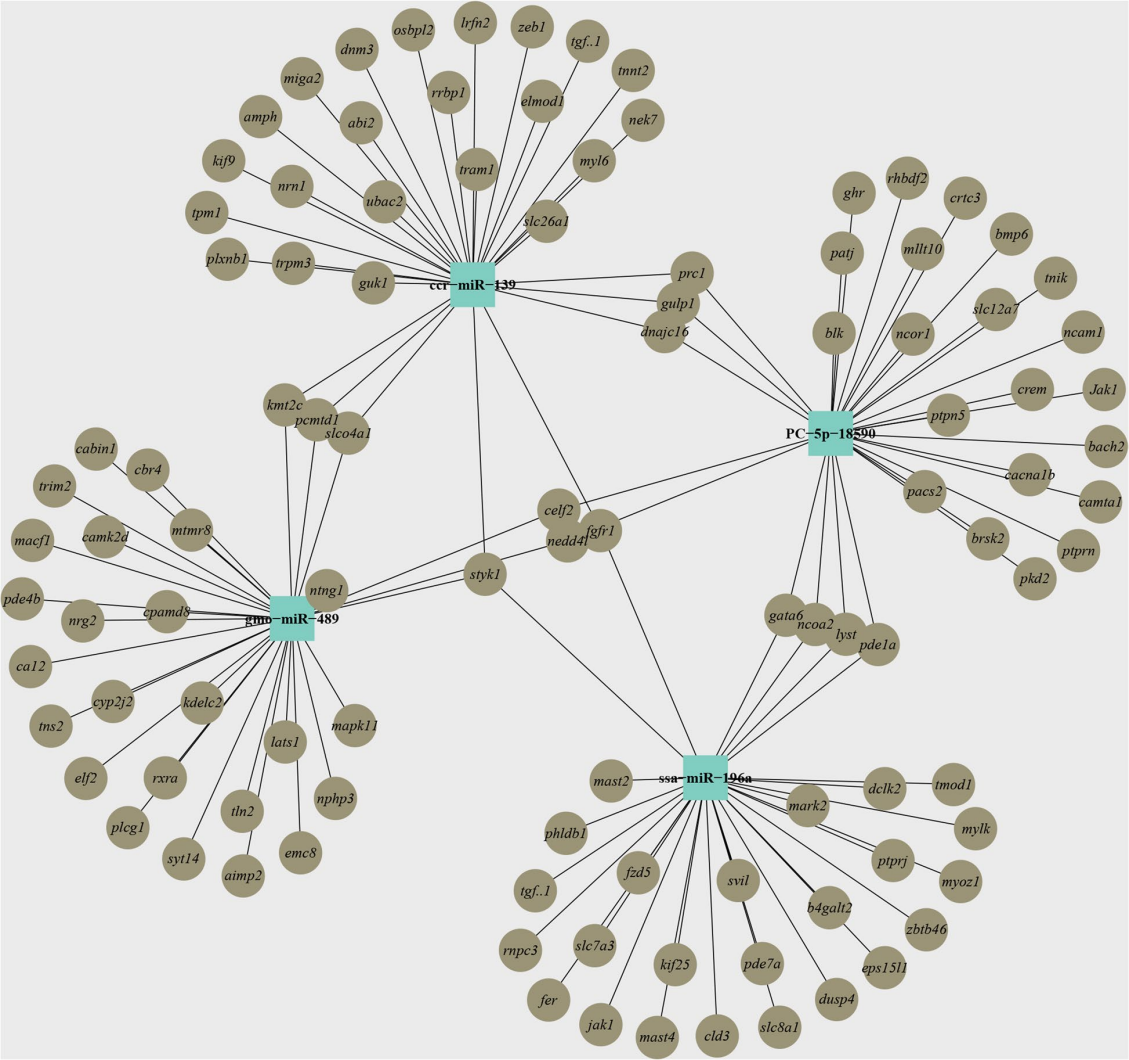
A putative network graph of interactions between miRNAs (cyan squares) and their target genes (brown circles)

Based on the functional annotation of the target transcripts, enrichment analysis (GO and KEGG) was carried out, and a number of biological processes and pathways were noticeably identified (Table s6). Intriguingly, we discovered that miRNAs can be markedly enriched to biological processes such as protein phosphorylation (GO:0,006,468), regulation of transcription, DNA-templated (GO:0,006,355) and ion transport (GO:0,006,811), molecular function such as transferase activity (GO:0,016,740), protein kinase activity (GO:0,004,672) and metal ion binding (GO:0,046,872), and cellular component such as nucleus (GO:0,005,634) and cytoplasm (GO:0,005,737) (Fig. 5A). Additionally, some KEGG pathways, such as Wnt signaling network, MAPK signaling pathway, melanogenesis and adrenergic signaling in cardiomyocytes, appear to be involved in the color differentiation and pigmentation of the *C.auratus* skin (Fig. 5B).

**Fig. 5:**
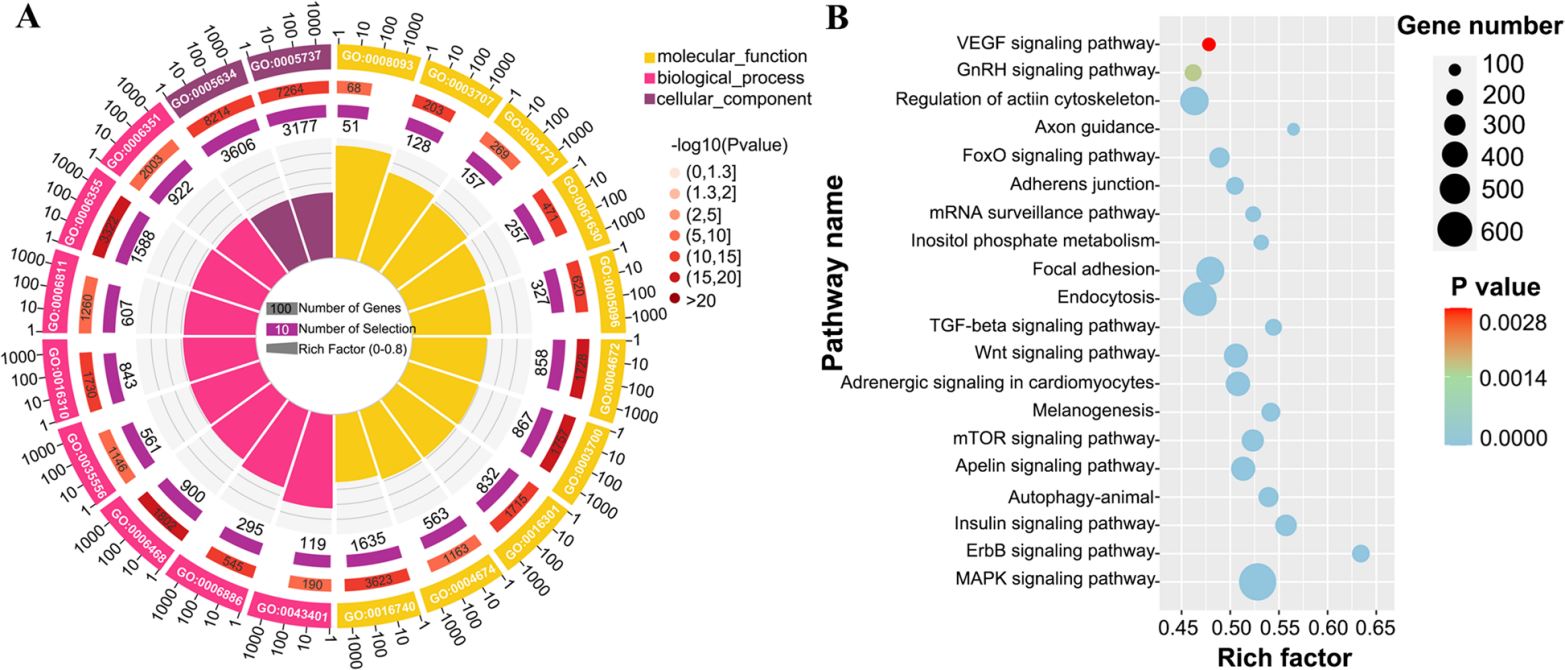
GO and KEGG analysis of the targets of the total differentially expressed miRNAs. **A** The top GO biology process terms, the circles from the outside to the inside indicate the GO ID, the number of significantly different genes and the number of significantly different genes annotated as specific GO, respectively. **B** the top KEGG pathways

### Comprehensive regulation of miRNAs on their target expression

In order to search for the targets of DEMs and to understand the impacts of post-transcriptional regulation of miRNAs on gene expression in different skin color pigmentations, we further combined transcriptomic and proteomic data to analysis the molecular networks of miRNA targets. For miRNA-mRNA-protein association analysis, data that met the criteria were screened. Then, we determined 52 groups of reciprocal interaction networks matching the criteria and separated them into two main groups based on the 23 up-regulation and 29 down-regulation of miRNAs (Table s7). Meanwhile, we also discovered some features of miRNA-regulated expression, such as: 1) there were six expression patterns of miRNAs-mRNAs-proteins (down-down-down, down-down-up, down-up-down, down-up-up, up-down-down and up-up-up), of which down-up-up and up-down-down regulation ways were relatively high; 2) one miRNA could target and regulate multiple mRNAs simultaneously, such as ssa-miR-196a could target *tnnt*2 (*troponin T*, *cardiac muscle isoforms-like*), *rtn*2 (*reticulon-2-like*), *col*6*a*6 (*collagen alpha*-6 (VI) *chain-like*) and *myoz*1 (*myozenin*-1-*like*) (Fig. 6); 3) one mRNA or protein could be regulated by numerous miRNAs, such as the *scarb*2 (*lysosome membrane protein* 2-*like*) gene and LIMP-2 (lysosomal integral membrane protein type 2) protein are simultaneously regulated by PC-3p-29800, PC-3p-28510, gmo-let-7a, has-let-7a and ssa-let-7e (Fig. 6). As a result, miRNAs exhibited a more complicated regulation of their target expression, indicated by both repression and activation at the transcriptional and translational levels.

**Fig. 6:**
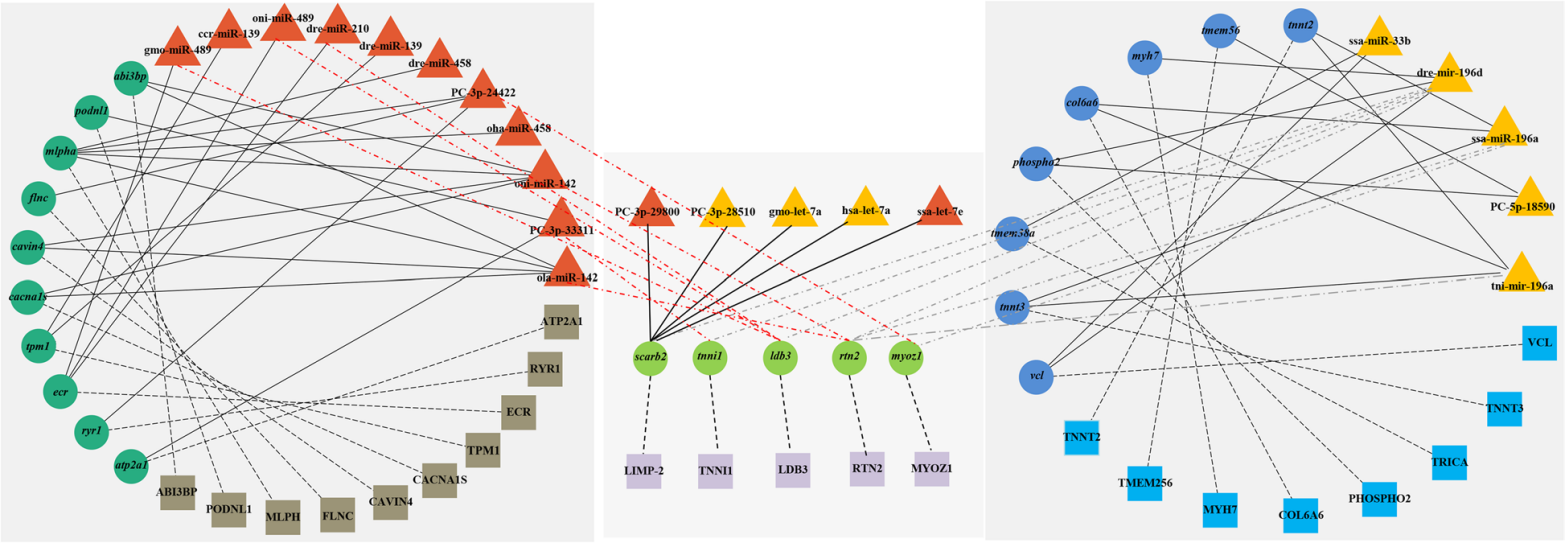
Analysis of the interaction between miRNA, mRNA and protein. The down-regulated and up-regulated miRNAs are shown as orange and yellow triangles, the corresponding mRNAs and proteins are shown as green and light blue circles, brown and blue squares, and the mRNAs and proteins of multiple relationship pairs are shown as light green circles and purple squares

Then, we conducted GO annotation and KEGG enrichment analysis on these highly differentially expressed miRNA-mRNA-protein interactions (Table s7). Several significant biology processes (e.g., sarcomere organization, ion transport, and calcium ion transport), cellular component (e.g., membrane, integral component of membrane, and cytoplasm), molecular function (e.g., actin binding, actin filament binding, and protein binding) (Fig. s1) and pathways (e.g., MAPK signaling pathway, focal adhesion, and adrenergic signaling in cardiomyocytes) (Fig. s2) were enriched.

### The role of miR-196d involved in the skin pigmentation

In our previous studies, we conducted in vivo investigations on miRNA function using the miRNA antagomir approach. Here, we also discovered that miR-196d expression in fish could be efficiently suppressed by its antagomir at a level of 40 mg/kg through the tail vein injection, but not by the mismatched antagomir (Fig. s3). Then, we used miR-196d antagomir (positive control), negative antagomir (negative control), and PBS (blank control) to treat wild-type GBCrC. We discovered that the GBCrC skin had a higher melanin content after miR-196d antagomir injection relative to its negative controls (Fig. 7A). In addition, we also examined the tissue-specific expression profiles of miR-196d, and discovered that it was strongly expressed in the gonad and brain, followed by golden skin, heart and fin, but not in the liver, intestine or gill (Fig. s4). These findings suggested that miR-196d expression levels might have an impact on fish skin pigmentation.

**Fig. 7:**
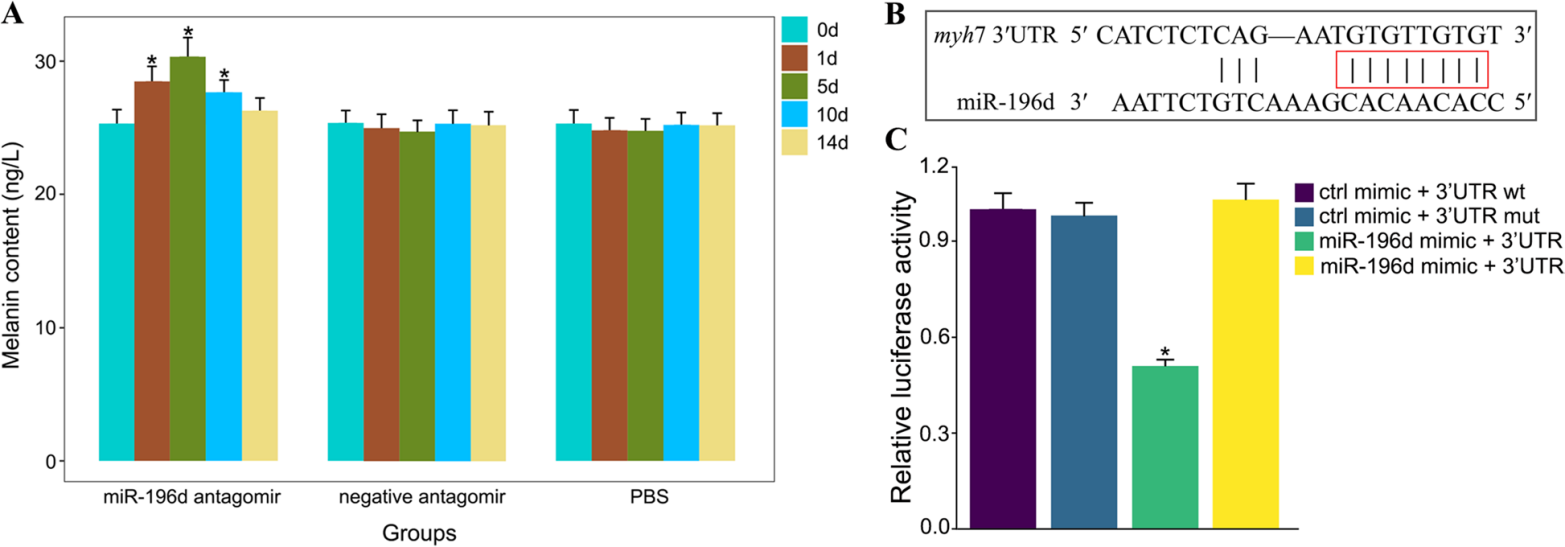
**A** The pattern of changes in melanin content at different times in various treatment groups. **B** Schematic diagram of predicted miR-196d binding sites in the 3′-UTR of *myh*7. **C** Dual luciferase reporter assays system was used to analysis binding between miR-196d and *myh*7. The treatment of ctrl mimic + 3′UTR wt was taken as the control group. Asterisk (*) indicates a significant difference compared with the control group (*p* < 0.05)

To elucidate the role of miR-196d in the skin pigmentation process, we further explored it in conjunction with data from sRNA sequencing and identified the *myh*7 as a potential target gene in the adrenergic signaling pathway. The alignment of miR-196d with *myh*7 3′-UTR is illustrated in Fig. 7B based on the sequence complementary. Additionally, we used two luciferase reporters, which were the wild-type 3′-UTR and the mutant 3′-UTR of *myh*7. These luciferase reporters were co-transfected into HEK293T cells together with a miR-196d mimic. To regulate the non-specific effects of expression, a scrambled miRNA mimic that has no similarity to the *C.auratus* genome was utilized. The findings showed that the miR-196d mimic dramatically reduced the luciferase activity of the wild-type *myh*7 3′-UTR but had no effect on the luciferase activity of the mutant 3′-UTR, indicating that miR-196d directly inhibited *myh*7 expression by binding to its 3′-UTR regions (Fig. 7C).

Meanwhile, we further detected the expression levels of *myh*7 and *tpm*1 (*tropomyosin alpha*-1 *chain isoform X*16) genes, which are related to the adrenergic signaling pathway. The findings indicated that the expression levels in the miR-196d antagomir injection group were all significantly higher than those in the controls within 1 day, 5 days, and 10 days (*p* < 0.05), suggesting that miR-196d silencing can affect the expression of genes involved in the adrenergic signaling pathway and regulate the production of melanin (Fig. 8).

**Fig. 8:**
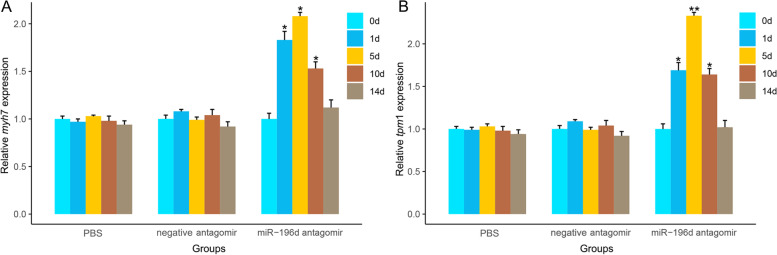
Effect of miR-196d silencing on expression of *myh*7 (**A**) and *tpm*1 (**B**) genes at different time points, *β-actin* expression was detected as the internal control. * *p* < 0.05, ** *p* < 0.01

## Discussion

In fish, the formation of body color is caused by the light absorption of biological pigments or by the interference of chromatophores with light-reflecting substances, whereas color patterns are produced by the combination and distribution of different pigment cell types [19, 20]. In a previous study, we identified the distinct phenotype of GBCrC and suggested that two golden regions (one is from the 3^rd^ squama on the dorsum to the origin of dorsal fin, and another is from the base of 6^th^-10^th^ fin ray of the dorsal fin to the base of caudal fin) might result from special altitudes and annual accumulated temperatures [18]. In order to better understand the molecular roles underlying the differentiation and pigmentation of different skin colors, the current study sorted the DEMs that were closely related to them and conducted a preliminary study on miR-196d function, with the aim of laying the theoretical groundwork for the subsequent deeper investigation of the regulatory mechanisms.

MiRNAs play pivotal roles in various biological processes by promoting mRNA degradation or inhibiting mRNA translation, and increasing evidences suggest that their dysregulations have an impact on the skin differentiation and pigmentation [21, 22]. Herein, our sequencing results revealed a similar read length distribution of 21–24 nt, which is comparable in size to typical Dicer-derived products [23]. Most of the identified miRNAs including let-7a, miR-199a, miR-214, miR-1, etc., were also shown to be abundantly expressed in other species, such as koi carp [7], rainbow trout (*Oncorhynchus mykiss*) [24] and Japanese flounder (*Paralichthys olivaceus*) [25]. Similarly, miR-138-5p and let-7a were also predicted to be highly expressed in the miRNA sequencing investigation of the diverse body colors of red tilapia [6] and Manila clam (*Ruditapes philippinarum*) [26]. Studies have shown that miR-33b, which specifically targets hypoxia inducible factor (*hif*)-1*α*, can reduce malignant melanoma cell proliferation and glycolysis [27]. Meanwhile, it has been demonstrated that miRNA-139 could bind to its target gene *igf*1*r* (insulin-like growth factor receptor type 1) to regulate the PI3K/AKT signaling pathway, which in turn controls the proliferation and spread of malignant melanoma cells [28]. As a result, it is likely that our subsequent research will concentrate on how these miRNAs affect the skin-color regulation of *C. auratus*.

MiRNAs paly a variety of biological functions, including targeting transcripts and suppressing post-transcriptional gene expression [1]. By target prediction and examination of the correlation between their expression levels, we further investigated the potential relationship between miRNAs and genes. The results showed the complexity of the miRNA-mRNA network and the potential for a single miRNA to target multiple genes and for numerous miRNAs to target the same gene. Similar findings in other research have suggested that particular miRNAs might be involved in the gene regulation of numerous physiologically active processes, and this observation supports the idea of functional redundancy among miRNAs [25, 29]. MiRNAs in various cell types form a comprehensive, multi-layered network system through interactions with signaling pathways and regulatory elements [30].

Additionally, we performed enrichment analysis on the targeted genes to better understand the molecular function. Among these, GO function analysis is frequently used to explain the molecular function, cellular component and associated biological process. We discovered that several GO terms, including protein phosphorylation (GO:0,006,468), transcription regulation and DNA-templated (GO:0,006,355), nucleus (GO: 0,005,634) and cytoplasm (GO: 0,005,737), can be significantly enriched in biological processes (Fig. 5A), suggesting that the various biological functions underlying the color variations in *C.auratus* skin. Furthermore, the transcription factor binding (GO: 0,008,134), which is crucial to controlling the transcription of proteins in cells, primarily reflects the enrichment difference between two skin colors. The MAPK, PI3K/Akt, Wnt/*β*-catenin signaling pathway and melanogenesis pathway are the important regulatory pathways that promote or inhibit the melanin synthesis [31]. KEGG pathway analysis showed that several different pathways for DEMs to target genes were classified, including the adrenergic signaling in cardiomyocyte (ko04261), MAPK signaling pathway (ko04010), wnt signaling pathway (ko04310) and melanogenesis (ko04916), which might be involved in pigment formation and regulation (Table s6). The MAPK signaling pathway, which involved 630 genes, was the main one among them. Previous research has shown that members of the MAPK family proteins, including p38, ERK and JNK, are essential for melanogenesis and p38 also activates MITF, which can increase the expression of melanogenic enzymes [32]. While through suppressing MITF, the ERK and/or JNK/SAPK pathways cause the down-regulation of melanin synthesis [33]. Additionally, the wnt signaling pathway has been shown to be involved in regulating pigment cell differentiation in zebrafish (*Danio rerio*) [34], and the relationship between Wnt/*β*-catenin signaling and MITF has been reported as a key feature of melanocyte development and subsequent pigmentation [35]. It is therefore obvious that different genes in each of these pathways may be involved in regulating skin production in various color phenotypes, but the precise mechanism of action requires further research.

In general, the type of complementarity between miRNAs and their target genes dictates the regulatory interaction, which typically involves two post-transcriptional regulatory mechanisms, mRNA cleavage or translational repression, both of which negatively influence the expression of target genes [36]. However, the mRNA expression profile and protein level of the same genes can be different due to various factors in regulatory mechanisms (e.g., RNA secondary structure, the effects of regulatory proteins, and codon bias) [37]. In our study, we found there were six expression patterns of miRNAs-mRNAs-proteins (down-down-down, down-down-up, down-up-down, down-up-up, up-down-down, and up-up-up). What is more, the expression direction of some miRNAs, their target genes and proteins (e.g., miR-196d-*myh*7-MYH7, let-7e-*scarb*2-LIMP-2 and PC-3p-33311-*podnl*1 (podocan-like 1)-PODNL1) was the same. This might be under two potential mechanisms: 1) counter-regulation of different post-transcriptional mechanisms and 2) the down-regulation of protein production being offset by a feedback mechanism [38]. On the other hand, a small number of miRNAs can regulate protein expression by pairing with proteins to the opposite-expression direction (e.g., miR-142-*mlpha* (melanophilin *a*)-MLPH, miR-458-5p-*mlpha*-MLPH and PC-3p-24422-*flnc* (filamin C)-FLNC). This is in line with previous study that most animal miRNAs do not precisely complement their targets, leading to their primary mode of action being translational suppression rather than mRNA breakage and destruction [39]. According to our research, it is critical to take into account both aspects of miRNA regulation, including translational repression that results in activation during skin color differentiation and pigmentation.

Pigment cells typically have small muscle fibers and nerve endings distributed on the membrane. The primary cause of the variation in body color in fish is due to these cells changing their morphology when muscle fibers contract, causing the pigment particles to shift under the influence of kinesin, and thus scattering or accumulating in different areas of the body surface [40]. It has been demonstrated that melanocytes had *β*-adrenergic receptors, and that the adrenaline (AD) was responsible for the diffusion of melanin granules to darken the body color of animals, whereas noradrenaline (NE) was in charge of the aggregation of pigments within melanophores to lighten animals’ bodies, both belonged to the category of neuromodulation of body color changes [41]. Adrenergic receptor (AR) belongs to G protein-coupled receptors, which are receptor proteins for the action of catecholamines and are divided into four subtypes, including *α*1, *α*2, *β*1 and *β*2 [42]. Among them, *α*2-AR agonist regulates the production of pigment in melanocytes and erythrophores, includes the aggregation of melanin granules through mediating NE and affects the melanocyte apoptosis; *β*2-AR stimulates adenylate cyclase (cAMP), a key step comparable to the regulation of melanogenesis pathway, and will mediate AD to inhibit melanocyte aggregation [43]. In this study, we discovered that some miRNAs with differential expression (such as miR-196d, miR-139 and PC-3p-24422) were significantly enriched to key members of the adrenergic signaling pathway, including *tpm*1, *myoz*1, *myh*7 and *act*3 (actin related gene 3), suggesting that these miRNAs may be involved in regulating the development of various pigment cells. Therefore, we further explored how miR-196d involved in regulating the differentiation and pigmentation process of skin color by targeting the *myh*7 gene.

Antagomirs are single-stranded RNA molecules (21–23 nt) conjugated to cholesterol that are complementary to a particular miRNA target and contain either a base change or a mispairing at the Ago2 cleavage site to prevent Ago2 cleavage [44]. In our previous studies, we employed a miRNA antagomir technique to carry out in vivo miRNA loss-of-function assays [8, 45]. Herein, we also found that miR-196d expression could be effectively inhibited in vivo by its equivalent antagomir but not the mismatched miRNA. The *α*-MSH peptide participates in the melanogenesis process by binding to *mc*1*r*, raising intracellular cAMP levels, promoting adenylyl cyclase, and activating protein kinase A, which in turn activates tyrosinase to create melanin (Fig. 9A) [46]. Levodopa, an intermediate product of melanin synthesis, is another metabolic pathway that forms catecholamines, which are converted to dopamine, NE and AD by the action of the corresponding transferase enzymes, which can phosphorylate tyrosine and thus regulate tyrosinase activity through the AC/cAMP kinase system and affect melanin content [41]. It has been demonstrated that in the adrenergic signaling pathway, AD binded to *β*1-AR or *β*2-AR receptors to activate Gs proteins, which influenced the concentration of the second messenger cAMP by activating adenylate cyclase (AC), and ultimately affected the expression of genes like *act*3, *tpm*1 and *myh*7 through activating the protein kinase A system (PKA) and Ca^2+^ signaling pathway [47]. In the present study, we found a binding site of miR-196d in the 3′-UTR regions of *myh*7, and characterized their effects on *myh*7 using a reporter assay. Meanwhile, we also discovered that the miR-196d antagonist injection group had higher levels of *myh*7 and *tpm*1 gene expression than control groups, implying that miRNA-196d, which targeted the *myh*7 gene in the *β*2AR-GS-AC-cAMP-PKA signal transduction pathway, may indirectly regulate the synthesis of melanin in crucian carp (Fig. 9B).

**Fig. 9:**
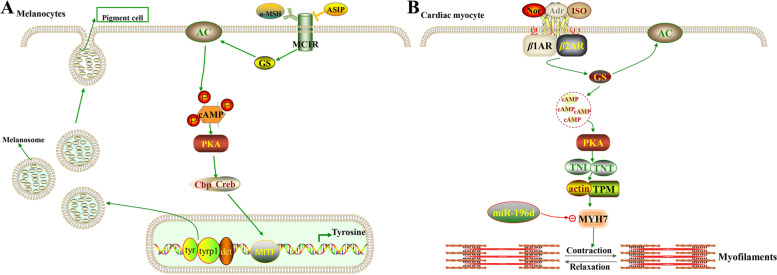
**A** The possible regulatory pathway of melanogenesis activation. **B** The biological effects of miR-196d in the determination of skin color in the adrenergic signaling in cardiomyocyte pathway

In summary, the differentiation and pigmentation of *C.auratus* skin is a complex event involving several genes and pathways that interact cross-talk. We provided evidence that miRNAs emerged as crucial roles in these processes, and comprehending the regulatory mechanism at the post-transcription level will offer fresh perspectives on the regulation of skin color development and formation.

## Conclusions

Our study provides basic information on miRNAs expression in GBCrC, including knowledge of known and potential novel miRNAs, as well as understanding of DEMs related to different skin colors and their associated target genes. We built an interaction module of mRNAs, proteins and miRNAs based on 10 up-regulated and 13 down-regulated miRNAs in golden skin, and found that miR-196d, which targeted the *myh*7 gene may be indirectly implicated in regulating skin melanocyte synthesis and motility. The findings would provide to a better understanding of the complex molecular regulation of *C.auratus* body color polymorphism.

## Methods

### Sample collection

One hundred eight-month-old female GBCrC (average weight: 40 ± 3 g) were collected from paddy fields in Pingzheng village, which is a part of the DRFDS and is located at 25°38′N-108°39′E in Congjiang County, Qiandongnan Miao and Dong Autonomous Prefecture, Guizhou, China. They were kept in a water circulation system in 200-L tanks under 12-h light/dark photoperiod at 24 ± 1 °C. Then, three fish were tranquilized in 15 ~ 20 mg/L MS-222 buffered to pH 7.0 ~ 7.5, and golden skin (GO) and greenish grey skin (GR) were collected for small RNA library construction. Meanwhile, the other three fish samples (GO, GR, gonad, gill, liver, muscle, blood, heart, caudal fin, spleen, intestine, eye and brain) were collected for functional analysis. All samples were immediately snap-frozen in liquid nitrogen and stored at -80℃ until use.

### Small RNA library construction and sequencing analysis

RNA samples were obtained from different colored skin of GBCrC using TRIzol (Invitrogen, USA) according to the manufacturer’s protocol. The purity and quantity were analyzed by RNA Nano LabChip (Agilent, USA) and Bioanalyzer 2100 with RIN value > 7.0, then kept in -80℃ refrigerator. Small RNA libraries were constructed following the protocol of Illumina’s TruSeq Small RNA Sample Preparation Kits (San Diego, CA, USA). After that, single-end sequencing (50 bp) was run followed the manufacturer’s instructions on an Illumina Hiseq 2500 at the LC-BIO (Hangzhou, China).

Raw reads were subjected to ACGT101-miR program (LC Sciences, Houston, USA) [48] to remove adapter dimers, low complexity, common RNA families (rRNA, tRNA, snRNA, snoRNA) and repeats. Subsequently, unique sequences (18 ~ 26 nucleotide) were mapped to the *C.auratus* genome (https://www.ncbi.nlm.nih.gov/genome/?term=goldfish) by blast with a tolerance of one mismatch. The mapped sequences were separated into two categories: known miRNAs, which are found at the hairpin arms, and novel miRNAs, which are found at the arm that is opposite the annotated arm. After that, the remaining sequences were mapped to other fish species precursors in miRBase 22.0 by BLAST search, and the mapped pre-miRNAs were further blasted against the *C.auratus* genome to determine their genomic locations. To identify the novel predicted miRNAs, the unmapped sequences were blasted against the *C.auratus* genome database, and the hairpin RNA structures comprising sequences were predicated by RNAfold software (http://rna.tbi.univie.ac. at/cgi-bin/RNAfold.cgi).

### Differentially expressed miRNAs and target genes prediction

The methods used for data normalization were those outlined in a prior study [49]. miRNAs were regarded as differentially expressed based on normalized deep-sequencing levels in greenish grey and golden skin. The *p*-value was calculated by using Chi-square (X^2^) test and Fisher exact test. The significance level for each test was set at 0.05. Those miRNAs with *p*-value ≤ 0.05 were considered as DEMs.

Two computational target prediction algorithms, TargetScan [50] and Miranda [51], were utilized to locate miRNA binding sites in order to anticipate the genes that the most prevalent miRNAs will target. The overlaps were then determined using the combined data predicted by the two methods. Gene Ontology (GO; http://www.geneontology.org) biological process categories were used to identify functions strongly associated with the predicted target genes of miRNAs [52] and KEGG enrichment analysis was carried out using the pathway database (http://www.genome.jp/kegg/pathway.html) in a statistical test on each DEMs [53, 54], and the results were plotted using R program v3.0.1 (https://cran-archive.r-project.org/bin/windows/base/old/3.0.1/).

Based on the results of the previous transcriptome and proteome sequencing of golden back crucian carp with GO and GR samples (data not yet published), we performed a triple association analysis for differential mRNAs satisfying FC > 2 or FC < 0.5 with *p* < 0.05, differential proteins satisfying FC > 1.2 or FC < 0.833 with *p* < 0.05, and differential miRNAs satisfying* p* < 0.05. For analysis, Cytoscape v2.8.1 (https://cytoscape.org/download.html) plotted and networked the outcome files.

### Silencing miR-196d in vivo with the antagomir

The antagomirs employed are single-stranded RNA that consists of 21–23 nucleotides by chemically modified as follows: the miR-196d antagomir is CsCsCCACAACACGAAACUGUUAAsCsCsAs-Chol-3′. Additionally, we set up miRNA negative antagomir (CsCsACACACACUUCCUUACAUUsCsCsAs-Chol-3′) and phosphate-buffered saline (PBS) groups for the experiment’s control, respectively. The subscript “s” represents for phosphorothioate linkage and “Chol” stands for cholesterol connected via hydroxyproline in chemical modifications of miRNA antagomir, and all nucleotides are 2’-OMe-modified. Following that, 60 GBCrCs that were being temporarily raised in 200 l tanks were evenly divided into three groups that subjected to the tail vein injection of miR-196d antagomir, negative antagomir and PBS, respectively. Golden skin samples were taken at 0-, 1-, 5-, 10-, and 14-day after injection, then instantly frozen in liquid nitrogen and kept at -80 °C.

### Luciferase reporter assay

*Myh*7’s 3′-UTR was synthesized based on the crucian carp sequence (XM_026241629.1) and was then separately cloned into pSE3575 vector (Sunbio Medical Biotech Co., Ltd., China) by directional cloning. By altering the seed region of the predicted miR-196d site, the mutant *myh*7 3′-UTR reporters were produced. HEK293 cells, which do not express miR-196d, were seeded into 48-well plates at a density of 1 × 10^5^ cells per well the day before transfection. Then, using lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA), 25 ng of the luciferase reporter vector carrying 50 nM miR-196d mimic, miR-196d wild-type (wt), or the 3′-UTR mutant was co-transfected with 5 ng of the *Renilla* luciferase control vector (pRL-TK, Promega, Madison, WI, USA) in 24-well plates. Using the Dual Luciferase Reporter Assay System (Promega, Madison, WI, USA), luciferase assays were performed in accordance with the manufacturer’s instructions at 48 h after transfection. A liquid scintillation counter was used to detect luciferase activity, the firefly luciferase activity was normalized to *Renilla* luciferase activity.

### Quantitative Real-Time PCR (qRT-PCR) analysis

Total RNA extraction procedures followed the same procedures as those above mentioned for small RNA libraries construction. The step-by-step process for qRT-PCR and reverse transcription is consistent with our earlier study (Dong et al., 2020). All the primers (Table s8) were designed using Primer Premier v5.0 and synthesized by Sangon Biotech., China. *U6* snRNA and *β*-actin were employed as the internal controls of the DEM and target genes, respectively, in three biological replications of each reaction. The relative expression values were determined based on the 2^-△△Ct^ method [55].

### Statistical analysis

The ELISA kit (Zhenke, Shanghai, China) was used to quantify the activities of melanin (ME), and the precise steps were the same as those described in the article by Wang et al. [6]. All results were presented as means ± standard deviation, and SPSS v21.0. (SPSS Inc., IL, USA) was used to analyze the data. By using a one-way ANOVA and post hoc Duncan’s multiple range tests, the sample points of various treatments were examined. *P* < 0.05 was deemed to be significant.

## Supplementary Information

**Additional file 1. Fig.s1.** Gene ontology (GO) enrichment analysis of mRNAs targeted by miRNAs that were significantly differentially expressed in the GO and GR groups.

**Additional file 2. Fig.s2.** Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of the targets of the total differentially expressed miRNAs (DEMs). Gene number, number of target genes in each pathway.

**Additional file 3. Fig.s3.** Effect of antagomir treatment on miR-196d expression. Fish was injected with miR-206 antagomir, miR-196d antagomir or left untreated, respectively. Asterisk (*) indicates a significant difference compared with the control group. Each sample was analyzed in triplicate.

**Additional file 4. Fig.s4.** Expression pattern of miR-196d in different tissues. Go, gonad; Br, brain; He, heart; Fi, fin; Gos, golden skin; Grs, greenish grey skin; Sp, spleen; Mu, muscle; In, intestine; Li, liver; Gi, gill; Ey, eye; Bl, blood. * p <0.05, ** p <0.01, *** p <0.001.

**Additional file 5: Table s1.** Distribution of sequenced reads from raw data to cleaned sequences. **Table s2.** Summary of known and predicted miRNAs in this study. **Table s3.** Differentially expressed miRNAs (DEMs) in different skin color of crucian carp. **Table s4.** The results of qRT-PCR and small RNA sequencing. **Table s5.** Results of target gene analysis of various miRNAs. **Table s6.** GO function and KEGG pathway enrichment analysis of differentially expressed miRNAs. **Table s7.** Information on the correspondence between differentially miRNAs, mRNAs, and proteins. **Table s8.** Primers for skin DEMs and reference miRNAs in crucian carp.

## Data Availability

The original contributions presented in the study are publicly available. All raw sRNA sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) with the accession numbers GSE212497.

## Abbreviations

NCBI: National Center for Biotechnology Information
*Mitf*: Microphthalmia-associated transcription factor
*Mc*1*r*: Melanocortin receptor 1
*Msh*: Melanocyte-stimulating hormone
RISC: RNA-inducing silencing complex
RT-qPCR: Real-time quantitative reverse transcription polymerase chain reaction
FFRC: Freshwater Fisheries Research Center
DEMs: Differentially expressed miRNAs
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
Wnt/β-catenin signaling: Wingless and INT-1 signaling transduction
MAPK: Mitogen-activated protein kinase
cAMP: Cyclic adenosine monophosphate

How the deposited data were processed for this re-analysis (not part of the article)

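The data behind the passages were 6 small RNA libraries of C. auratus skin, 3 of golden skin (GO) and 3 of greenish grey skin (GR), each a separate sample. Samples were assigned to GO or GR and given their replicate number from the sample labels, and the columns of the deposited table were matched to them by their names. All per-sample columns of the table were used.

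The authors sequenced the libraries, removed adapters, low-quality and short reads and reads of other RNA classes and repeats with the ACGT101-miR program, kept sequences of 18 to 26 nt, and matched them to the C. auratus genome and to miRBase hairpins by BLAST with a single mismatch allowed. They deposited for each library the read number of each miRNA as an estimated count, which is not normalized. Of these counts, 64.1% are whole numbers, zeros included. The authors also deposited a normalized signal, which is the estimated count times a single factor per library. These factors were 1.1302, 0.8889 and 0.8251 in GR replicates 1, 2 and 3 and 1.0824, 1.4231 and 0.6977 in GO replicates 1, 2 and 3. The name under which the table was deposited speaks of FPKM, but the values depend neither on the length of a miRNA nor on a fixed total per library. The paper cites an earlier study for the normalization and its text does not give the formula.

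The table lists 1744 loci with 1438 miRNA names and 1140 distinct mature sequences, and 1556 of the loci have genome coordinates, which are printed as the table gives them, with the names of its genome records. Loci with the same name hold the same values, and each name was used once. The authors sort names into known miRNAs (679), names that match a precursor of another species (505, of which 173 have reads that match no genome sequence) and predicted candidates (254). The gene annotation used here does not share its sequence names with the table, so no gene context of the loci was analysed here.

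Library totals were summed once per distinct sequence and ranged from 2605581 to 4185994 reads, which is 59.8% to 83.7% of the valid reads of Table s1. Only listed reads enter any rescaling. At these depths the share that 3 reads can show lies between 0.717 and 1.15 RPM of the listed reads. Reads are copies made by PCR and carry no molecular identifiers, so such floors cover counting error only.

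GO and GR were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with an intensity trend) on log2(normalized value + 1) for 1275 names with a mean normalized value of at least 1, two-sided, with Benjamini-Hochberg adjustment over the names tested. A name was counted at an adjusted p under 0.05 and, as the paper does, at an unadjusted p of at most 0.05. This design was fixed before the deposited table was opened but after the paper's supplementary tables had been read, when only normalized values were expected. The table turned out to hold estimated counts as well, for which edgeR's quasi-likelihood test is the usual choice. The limma design was kept, and the counts of edgeR 4.0.16 (TMM, counts rounded to whole numbers, same names) are printed beside it. DESeq2 1.42.0 was run on the same rounded counts. Single comparisons of 3 libraries against 3 used exact two-sided permutation tests, whose smallest p is 0.1. Correlations used exact permutation of the pairings. These and all summaries were computed in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1.

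The same 3 fish gave both skin colors, but neither the paper's text nor the labels state that the same replicate number means the same fish. The paper's test does not use pairs, so the main design has no block, and the fit with the replicate number as a block is given beside it. With the block, 87 names had an unadjusted p of at most 0.05. The correlation of the deviations of same-numbered libraries was 0.00, -0.12 and 0.05 for replicates 1, 2 and 3.

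The alternatives, each changing a single choice, were a pseudocount of 0.1 or 10, no filter or a mean of at least 10, a single entry per distinct sequence, rescaling each library to the same number of listed reads with or without miR-1, miR-133 and miR-206, quantile normalization, the replicate block, eBayes without a trend, the test whose p-values Table s3 holds, edgeR, DESeq2, and leaving out each library in turn. They were chosen before the deposited table was opened. A further alternative, which leaves out names whose reads match no genome sequence, was chosen after the data had been examined.

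The miRNAs named are those of Table 1, Table s3, Table s4 and the paper's text on DEMs, all entries with miR-196 in their name, and, among names past the unadjusted threshold whose GO and GR values do not overlap, the 3 with the smallest p in each direction. This rule was also set before the deposited table was opened. Any other name is marked as chosen after its values were seen.

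The tests were tested on simulated counts drawn from the means and depths of the 6 libraries, with known changes set in 200 names. At the dispersion estimated from the data, limma called 77 of the 187 changed names tested (41.2%) at an adjusted p under 0.05. It called 87.3% of the 63 with the larger set change and a mean normalized value of at least 10. In those 63, limma's median log2 fold change was 3.01 in size. Every set change was larger than the log2 fold change of dre-mir-196d-p5 (0.91). These shares therefore do not show how often changes of that size would be found. With no changed names limma called 0 of 1178 names at the adjusted and 53 at the unadjusted threshold. At the adjusted threshold edgeR called 35.8% of the changed names and DESeq2 47.1%, with 13 false calls against 4 of limma and 1 of edgeR. The test of Table s3 called 0 there. At the unadjusted threshold, which the paper uses, the test of Table s3 called 29.9% of the changed names and limma 59.9%.

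The target predictions, enrichment analyses, antagomir injections, luciferase assays and transcriptome or proteome comparisons of the paper were not analysed here. Sequences of entries that match no genome sequence are left out.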

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

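All tests of explanations in this part were chosen after the result they bear on had been seen. The results are signals in miRNA names that the paper does not discuss.

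GR replicate 3 listed 152 names that belong to the class of sequences matching no genome sequence, against 59 and 68 in GR replicates 1 and 2 and 53, 73 and 70 in GO replicates 1, 2 and 3. These names held 1.04% of the listed reads of GR replicate 3 and 0.39% to 0.534% of those of the other libraries. The paper counts these names but does not report on single libraries. A candidate explanation is that reads from a mammal entered this library. Of the 43 distinct sequences of this class that were listed mainly in GR replicate 3, 88.4% carried a name given after a mammal, against 52.9% of the 119 other sequences of the class (Fisher's exact test, two-sided, p = 2.08e-05). The name of an entry comes from a known miRNA that its sequence matches, and related species share such sequences, so this test bears on the source only indirectly. Sequencing depth goes against the pattern, since GO replicate 3 had the most listed reads and listed 70 such names. Skin color goes against it too, because GR replicate 2, the higher of the remaining GR libraries, listed 68, fewer than GO replicates 2 and 3. What remains is reads from a mammal in a single library, as a hypothesis. It touches the DEM counts, since 73 names instead of 92 had an unadjusted p of at most 0.05 when names of this class were left out, an alternative chosen after the data had been examined, and 72 of these 73 were among the 92.

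The sequence of dre-miR-196a-5p, the 5p sequence of several miR-196 hairpins, had a log2 fold change of 1.09 between GO and GR (standard error 0.34, adjusted p = 0.612 from limma, exact permutation p = 0.1) and its normalized value was higher in 3 of 3 GO libraries (1887, 891.5 and 1346) than in every GR library (636.4, 646.8 and 574.6), with 0.1 the smallest exact p that 3 against 3 libraries can give. It is outside the DEMs of Table s3. Scaling between libraries was weighed as a technical explanation, and the test went against it, since the lowest log2 fold change over the rescalings and quantile normalization was 0.85. Reads shared between copies remain as an explanation for part of the signal at any locus, because the table lists the sequence at 5 places in the genome under 4 names, so the difference belongs to the sequence and not to a locus. Over 19 alternatives the log2 fold change lay between 0.82 and 1.36, and the adjusted p between 0.0825 and 0.894. As no setting brought the adjusted p under 0.05, a biological difference between the skins is a hypothesis that these libraries do not separate from chance.

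PC-5p-8850, a predicted candidate of 23 nt (TTGTTGTCCCCTGTACTCTAGGT, plus strand of NC_039265.1, 4274363 to 4274468), had a log2 fold change of 5.29 on the log2(value + 1) scale (standard error 1.11, adjusted p = 0.592 from limma, exact permutation p = 0.1). Its normalized values were 207.8, 44.1 and 83.7 in GO replicates 1, 2 and 3 and 0, 0 and 12.4 in GR. It is in neither Table s3 nor the paper's text. Muscle tissue carried into the dissected skin might raise it in GO. Across the 6 libraries its Spearman's rho with miR-206 was 0.43, which does not decide the question. GO replicates 1 and 2 held the most miR-206 (658349 and 688929), as that explanation requires. GO replicate 3 held less miR-206 than GR replicate 2 (172098 against 209333), yet 120 reads of PC-5p-8850 against 0. For GO replicate 3 these values argue against muscle tissue, while for GO replicates 1 and 2 it stays open. Sequencing depth was weighed as well, and the test went against it, since GO replicate 2, with fewer listed reads than GR replicates 2 and 3, held 31 reads against 0 and 15. Reads shared with other loci were not tested. Its adjusted p lay between 0.0621 and 0.894 over the alternatives, so a difference between the skin colors remains a hypothesis that was not separated from chance.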

How the results depend on the processing

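The alternative that leaves out names matching no genome sequence was chosen after seeing the data, and all other alternatives could be run as set out in the processing summary. The number of names with an adjusted p under 0.05 was 0 in the main setting, beside 92 at an unadjusted p of at most 0.05. It was also 0 with other pseudocounts, filters, scalings, the replicate block, a single entry per sequence, eBayes without a trend, the test of Table s3 and edgeR, and it was 8 with DESeq2 and from 0 to 3 across the 6 fits that each left out a library. In data simulated with the estimated dispersion, DESeq2 made 13 false calls and limma 4, with a low dispersion they made 4 and 3, and in data simulated without changes at the estimated dispersion they called 1 and 0 names. The 3 names, seen without GR replicate 3, were ipu-miR-203c, bta-miR-423-5p and PC-3p-48476, which were chosen after their values were seen. With DESeq2, tni-mir-196a-2-p3 and ssa-miR-196a-2-3p were among the 8 names, with adjusted p-values of 4.71e-05 and 7.09e-05, while over all alternatives the adjusted p of each reached 0.894.

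At the unadjusted threshold the count lay between 68 and 109 under the settings that use all libraries and names, except for the test of Table s3, which gave 32. It ranged from 46 to 133 across the fits that each left out a library, and it was 73 without names matching no genome sequence. The numbers of up-regulated and down-regulated names were 46 and 46 in the main setting, 29 and 61 with each library rescaled to its listed reads, 58 and 36 with quantile normalization, 57 and 30 with the replicate block, and 12 and 20 with the test of Table s3. Without GO replicate 1 it was 37 and 22, and without GO replicate 2 it was 52 and 34. The rescaling to listed reads moved the median log2 fold change of all names from -0.05 to -0.24, so that changes under it are relative to that shift. Of the 32 names of Table s3, 14 were called in the main setting, all 32 by the test of Table s3, and from 6 to 21 across the fits that each left out a library. Of the 18 names not called, 13 were called by at least 1 alternative other than the test of Table s3.

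Among the 4 splits of the 6 libraries that part all same-numbered pairs, 1 split, the real one, gave as many as 92 names at the unadjusted threshold, and the other splits gave 17 to 52. The same was true with edgeR (1 of 4 splits, the others with 26 to 64 against 95) and with the test of Table s3 (1 of 4 splits, the others with 17 to 22 against 32). For the names of Table s3, 1 of 4 splits reached 14, but that list was chosen on the real split. For the adjusted counts over all names and over Table 1, all 4 splits gave 0. With 4 splits the share cannot go below 0.25, so none of these counts is separated from an arbitrary split. The 6 other splits, which keep 2 pairs together, gave 18 to 114 names with limma, 14 to 104 with edgeR and 12 to 74 with the test of Table s3. The highest of each put GR replicate 1 with GO replicates 1 and 2.

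The log2 fold change of dre-mir-196d-p5 kept its direction under every alternative. It no longer passed the unadjusted threshold with each library rescaled to its listed reads (0.67), with quantile normalization (1.05) and without GR replicate 2, and it ranged from 0.75 to 1.02 across the fits that each left out a library. The correlation with qRT-PCR across the 6 down-regulated miRNAs was 0.82 with a pseudocount of 0.1 and -0.03 with a pseudocount of 10. It was 0.57 with each library rescaled to its listed reads and 0.73 to 0.82 across the fits that each left out a library. The 0.57 came through the pseudocount, which weighed more at the rescaled total, since a factor per library alone leaves r unchanged. Correlations across the 6 up-regulated miRNAs stayed positive, from 0.26 to 0.88 over the alternatives run. All of these took ssa-miR-196a-2-3p for ssa-miR-196a, and ssa-miR-196a-4-3p was not tried in its place. The mean number of names per library fell from 1082.8 to 861.5 at a normalized value of at least 10. With adjustment over all names, 0 names of Table 1 passed an adjusted p of 0.05 under each setting, while 0 to 5 did at the unadjusted threshold. With adjustment over the 15 alone, 1 passed with DESeq2 and 1 without GO replicate 3, and 0 under the other settings.

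Among 59 log2 fold changes of named miRNAs, 925 of 1101 values under the alternatives kept their direction and their side of the unadjusted threshold, 91 became weaker, 64 stronger and 21 reversed. The reversals belonged to 11 miRNAs, all with small changes in the main setting apart from oni-miR-1. With each library rescaled to its listed reads, the log2 fold change became -0.20 for oni-miR-199a, -0.12 for dre-miR-99, -0.05 for ssa-miR-10b-5p and -0.07 for gmo-let-7a-3-3p and hsa-let-7a-3p, all above the median of all names under that rescaling (-0.24). Rescaling without miR-1, miR-133 and miR-206 gave 0.01 for oni-let-7a. Quantile normalization, which keeps only the order of names within each library, gave -0.11 for oni-miR-1, 0.03 for ccr-miR-26a, -0.52 for dre-miR-99 and -0.29 for ssa-miR-10b-5p. For oni-miR-1, with the highest mean in both skins, it left little room for a change and cannot decide the question. Across the fits that each left out a library, oni-miR-199a ranged from -0.12 to 0.12, dre-miR-125c-5p from -0.43 to 0.10, oni-miR-214 from -0.19 to 0.11, ccr-miR-26a from -0.42 to 0.33, dre-miR-99 from -0.05 to 0.24, ssa-miR-10b-5p from -0.40 to 0.48 and oni-miR-101a from -0.55 to 0.01. The cause of these changes was not tested. Depth limits entries with few reads, among them PC-3p-33311, PC-3p-29800, PC-3p-28510 and PC-3p-24422 with 0 to 16.5 reads per library and the mmu-mir-1983 entries with 0 to 8.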

Differences from the paper's values

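The paper reports 32 DEMs at its unadjusted threshold, and limma gave 92. Of the alternatives set before the data were examined, the test whose p-values Table s3 holds gave 32 and the fit without GR replicate 2 gave 46, within 1.5 times the paper's count, while the others gave 59 to 133. The paper's 12 up-regulated DEMs stand against 46, and among the alternatives only the test of Table s3, with 12, came within that range, while the others gave 22 to 78. The paper's 20 down-regulated DEMs stand against 46. For these the test of Table s3 gave 20, the replicate block 30, the fit without GR replicate 2 gave 24 and the fit without GO replicate 1 gave 22, while the others gave 32 to 61. Leaving out names that match no genome sequence, chosen after the values were seen, gave 73 names and did not close the gap.

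Table s3 gives PC-3p-29800 a log2 fold change of -2.54, the paper's value. limma on log2(value + 1) gave -1.80 (standard error 0.87), with GO libraries of 0, 0 and 3 reads. The size of the decrease depended on the pseudocount, with -3.89 at 0.1 and -0.40 at 10. The paper's value lay within the standard error of limma's. Nearest to the paper's value were the test of Table s3 (-2.55), edgeR (-2.20), DESeq2 (-2.41) and the fit without GO replicate 3 (-2.34). The other alternatives gave -3.89 to -0.40.

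Of the 32 DEMs of Table s3, 18 were not called by limma at the unadjusted threshold, with p up to 0.594 (gmo-let-7a-3-3p, log2 fold change 0.16, adjusted p = 0.878). The test of Table s3 called all 18. Among the other alternatives, the fit without GO replicate 2 called 8 of them, the fits without GR replicate 3 and without GO replicate 3 called 6 each, and DESeq2, eBayes without a trend and rescaling to the listed reads called 3 each. A pseudocount of 0.1, a mean normalized value of at least 10, rescaling without miR-1, miR-133 and miR-206, and quantile normalization called 2 each. A pseudocount of 10, no filter on low values, edgeR, the fit without GR replicate 1 and the removal of names that match no genome sequence, which was chosen after the values were seen, called 1 each. The replicate block, the fits without GR replicate 2 and without GO replicate 1, and a single entry per sequence called 0. With limma on the authors' normalized values all 32 had the direction of Table s3, but gmo-let-7a-3-3p and hsa-let-7a-3p turned to -0.07 with each library rescaled to its listed reads, where the median of all names was -0.24. The paper counts dre-mir-196d-p3 and ssa-miR-196a among its predicted miRNAs. The deposited table assigns dre-mir-196d-p3 to names that match a precursor of another species. It assigns the ssa-miR-196a entries of Table s3 to known miRNAs.

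In Table 1 the paper lists oni-miR-1, ccr-miR-206, dre-miR-99 and ssa-miR-10b-5p as high in golden skin only, while all are also among the 5 most abundant names in greenish grey skin. For oni-miR-1, with a log2 fold change of 0.86 and an adjusted p of 0.674 from limma, golden replicate 3 lay below a greenish grey library.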

Other observations

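The tests in this part were chosen after the result they bear on had been seen, except the test of miR-133 for muscle tissue, which was chosen before its result was seen.

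GO libraries held more miR-1 and miR-206 than GR libraries on average. The summed values of miR-1 names were 719437, 417198 and 222067 in GO replicates 1, 2 and 3 and 192969, 312494 and 185197 in GR, and those of miR-206 were 658349, 688929 and 172098 in GO and 160290, 209333 and 114217 in GR. A candidate explanation is muscle tissue carried into the dissected skin, in differing amounts per library. miR-133, another miRNA of muscle, followed miR-1 across the 6 libraries with a Spearman's rho of 0.94 (exact permutation test, p = 0.0167, or 0.0334 adjusted over the 4 correlations computed) and a Pearson's r of the log2 values of 0.99 (exact p = 0.00556, adjusted 0.0148), and r was 0.97 without the 2 libraries farthest from the median of miR-1. miR-499, also a muscle miRNA, did not follow miR-1 (rho 0.09, exact p = 0.919; r 0.12, exact p = 0.881), although r was 0.72 without the 2 libraries farthest from the median of miR-1, and the explanation leaves this open. The groups hold 3 libraries each, too few to repeat these correlations within a skin color. Scaling between libraries was weighed for miR-206, and the test went against it, as the log2 fold change of ccr-miR-206 was 1.46 with each library rescaled to the listed sequences other than miR-1, miR-133 and miR-206. For oni-miR-1 it was 0.63 with each library rescaled to its listed reads and 0.91 with that rescaling without miR-1, miR-133 and miR-206, while quantile normalization, which keeps only the order of names within each library, gave -0.11. The mean of oni-miR-1 was the highest in both skins, so quantile normalization cannot decide whether it differed. Across groups, 2 of the 3 GO libraries held more miR-206 than all GR libraries and GO replicate 3 lay within the GR range. Within same-numbered libraries GO held more miR-1 and more miR-206 in 3 of 3, and with the replicate block the log2 fold change of ccr-miR-206 was 1.41 (standard error 0.37, adjusted p = 0.627, against a standard error of 0.53 and an adjusted p of 0.612 without it). Neither tells skin color apart from muscle tissue, which may differ between the skins in the same way. The pattern thus may come from muscle tissue, and these data do not show whether golden skin itself holds more of these miRNAs.

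The entries dre-mir-196d-p5 and dre-mir-196d-p3 are listed as arms of a single precursor of 25 nt. A candidate explanation is that both are shifted reads of a single hairpin arm. The mature sequences share a stretch of 20 nt, CCACAACACGAAACTGTCTT. Sequences of 22 nt within 25 nt must overlap over most of their length, so this stretch does not test the explanation. Both sequences also occur in the hairpin on NC_039283.1 from 14513380 to 14513466, starting at positions 50 and 52. The known miRNA ssa-miR-196a-2-3p on NW_020523469.1 shares 17 nt with dre-mir-196d-p5. Another entry of that name (CCACAACACGAAACTGTCTTA, 21 nt) shares 20 nt with dre-mir-196d-p5. It is listed in the same hairpin on NC_039283.1 and also on NC_039246.1. Its log2 fold change was 0.52 (standard error 0.34, adjusted p = 0.727 from limma). The place of these overlapping sequences in the hairpin on NC_039283.1 leaves shifted reads possible. Reads of separate loci with the same sequence were not told apart. No biological explanation was tested.

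The miR-196d antagomir, as printed in the paper's methods and written as DNA, reads CCCCACAACACGAAACTGTTAACCA. It shares 19 nt on the same strand with dre-mir-196d-p5 and 4 nt with its reverse complement, and 6 nt with the reverse complement of dre-miR-196a-5p. The negative antagomir shares 21 nt with the reverse complement of ccr-miR-206. No explanation was tested.

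In Table s4, the paper's ∆Ct values of ssa-miR-10a-3p and dre-miR-138-5p differ by 1, 1, 0, -1, 1 and 1 cycles in the 3 GO and 3 GR samples. Those of PC-3p-33311 and PC-3p-24422 differ by whole cycles in 5 of 6 samples. Of the 66 pairs of miRNAs, 2 have whole-cycle differences in at least 5 samples, 2 have 1 such difference and 62 have none.

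The 8 names with an adjusted p under 0.05 in DESeq2, apart from the miR-196 entries, were dre-miR-22b-5p, dre-miR-216b, dre-miR-135a, gmo-miR-152-3p, ola-miR-152 and hsa-miR-141-3p. All but the last were chosen after their values were seen. dre-miR-22b-5p and dre-miR-216b were higher in GO, with log2 fold changes of 1.74 and 1.5 in DESeq2, and the others were lower.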
